# Dietary cellulose induces anti-inflammatory immunity and transcriptional programs via maturation of the intestinal microbiota

**DOI:** 10.1080/19490976.2020.1829962

**Published:** 2020-10-20

**Authors:** Florence Fischer, Rossana Romero, Anne Hellhund, Uwe Linne, Wilhelm Bertrams, Olaf Pinkenburg, Hosam Shams Eldin, Kai Binder, Ralf Jacob, Alesia Walker, Bärbel Stecher, Marijana Basic, Maik Luu, Rouzbeh Mahdavi, Anna Heintz-Buschart, Alexander Visekruna, Ulrich Steinhoff

**Keywords:** Cellulose, insoluble fiber, microbiota maturation, microbial diversity, bile acids, mucosal homeostasis, inflammation, Alistipes, Reg3γ, IL-22

## Abstract

Although it is generally accepted that dietary fiber is health promoting, the underlying immunological and molecular mechanisms are not well defined, especially with respect to cellulose, the most ubiquitous dietary fiber. Here, the impact of dietary cellulose on intestinal microbiota, immune responses and gene expression in health and disease was examined. Lack of dietary cellulose disrupted the age-related diversification of the intestinal microbiota, which subsequently remained in an immature state. Interestingly, one of the most affected microbial genera was *Alistipes* which is equipped with enzymes to degrade cellulose. Absence of cellulose changed the microbial metabolome, skewed intestinal immune responses toward inflammation, altered the gene expression of intestinal epithelial cells and mice showed increased sensitivity to colitis induction. In contrast, mice with a defined microbiota including *A. finegoldii* showed enhanced colonic expression of intestinal IL-22 and Reg3γ restoring intestinal barrier function. This study supports the epidemiological observations and adds a causal explanation for the health promoting effects of the most common biopolymer on earth.

## Introduction

Over recent decades, dietary habits in industrialized countries have changed substantially. The westernized diet is characterized by a high content of protein and fat but low dietary fiber as opposed to diets in traditional societies.^1^ The paradigmatic shift that diets low in fiber are often associated with an increased incidence of “lifestyle diseases”, such as coronary heart disease, diabetes and certain gastrointestinal disorders, was first proposed by Burkitt and colleagues.^2,3^ Today, numerous epidemiological, clinical and experimental studies have confirmed the health promoting effects of dietary fiber.^4^

Dietary fibers include a highly heterogenous group of carbohydrate polymers with different physicochemical properties that are indigestible by enzymes produced by the gastrointestinal tract.^5^ As dietary fibers are neither digested nor absorbed, they reach lower regions of the intestine and serve as substrate for the metabolically active gut microbes. While short-chain fatty acids (SCFAs), a bacterial fermentation product of many fibers, have been shown to beneficially influence the mucosal immune system and barrier function, the biological effects of the non-fermentable fiber, such as cellulose, are not yet understood.

Dietary cellulose is an insoluble fiber and consists exclusively of unbranched β-1,4-linked glucose monomers. It is the major component of plant cell walls and thus a prominent fiber in grains, vegetables and fruits. Whereas the importance of cellulolytic bacteria for ruminants was described already in the 1960s, it still remains enigmatic whether the fermentation of cellulose has physiological effects in monogastric mammals.^6–11^ Under experimental conditions, it has been shown that the amount of dietary cellulose influences the richness of the colonic microbiota, the intestinal architecture, metabolic functions and susceptibility to colitis.^12,13^ Moreover, mice fed a cellulose-enriched diet were protected from experimental autoimmune encephalomyelitis (EAE) through changes in their microbial and metabolic profiles and reduced numbers of pro-inflammatory T cells.^14^

The aim of the current study was to selectively investigate the effects of dietary cellulose with regard to microbial, molecular and immunological responses in the absence of any other fiber. Thus, experiments were performed with two chemically defined diets, one of which was devoid of any fiber while the other contained cellulose as the only source of nutritional fiber.

The results show that cellulose is fermented by members of the colonic microbiota and that lack of this fiber impedes diversity development of the microbiota, the genus *Alistipes* being most affected. Further, feeding cellulose impacted gene expression by colonic epithelial cells and intestinal barrier function. Using gnotobiotic mice harboring a defined microbiota, it was demonstrated that *A. finegoldii* mediated protection from colitis mainly through induction of IL-22 and Reg3γ in the colon. In summary, the data provide a mechanistic link between specific members of the gut microbiota and profound effects of dietary cellulose on human health.

## Results

### Maturation of the intestinal microbiota during early development requires cellulose

To specifically study the effects of dietary cellulose on the microbiota, mice were fed from birth with purified diets which were identical except that one was completely fiber-free (FFD) and the other contained 7% cellulose as the only source of dietary fiber (CD). The effect of dietary cellulose deficiency on body weight and intestinal transit time was examined. As expected, intestinal transit time was increased in CD animals but the weight gain of mice was similar in CD and FFD groups, showing that cellulose did not affect the growth of mice (Figure S1).

Although cellulose is not a classical prebiotic, the possibility that it exerts these effects by impacting the microbiota was examined via 16S rRNA gene amplicon analysis in mice at the age of 8, 12 and 25 weeks. Beta diversity analysis illustrated that diet and age significantly influence diversification of the microbiota between week 8 and 12, as both factors led to distinct clustering (Figure 1a). In contrast to FFD, an increase of microbial diversification and Firmicutes/Bacteroidetes ratio as marker for microbiota maturation^15^ in CD occurred between weeks 8 and 12. Interestingly, between weeks 12 and 25, differences in alpha and beta diversity were less pronounced but still significant (Figure S2). This indicates that microbial diversification was largely completed in 12-week-old CD animals, but remained immature in FFD mice.

**Figure 1.**
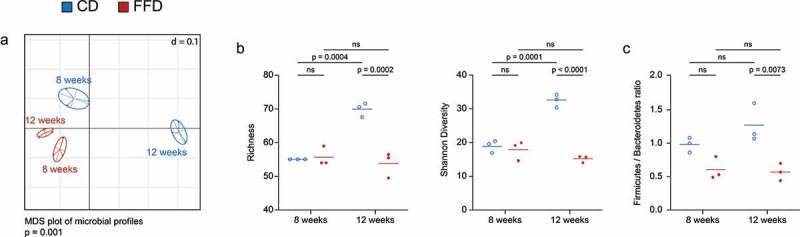
The impact of cellulose on the diversification of the intestinal microbiota. The diversity of the intestinal microbiota of eight and twelve-week-old B6 mice was analyzed by 16S rRNA gene amplicon analysis. (a) Diversity shown as multi-dimensional scaling (MDS) plot based on generalized UniFrac dissimilarities (n = 3). (b) Alpha diversity shown as richness and Shannon diversity and (c) the Firmicutes/Bacteroidetes ratio (n = 3). Statistical analysis: (a) non-parametric multivariate analysis of variance (Rhea), (b, c) one-way ANOVA. Data are shown as individual mice and means and are representative of two independent experiments

To identify bacterial taxa most sensitive to cellulose deprivation, the relative abundance of the colonic microbiota at various taxonomic levels at weeks 8 and 12 was examined. The impact of cellulose was evident at the level of phyla but also at lower taxonomic levels, i.e. families and genera (Figure 2). FFD mice showed an increased relative abundance of the families *Verrucomicrobiacaea, Porphyromonadaceae* and *Bacteroidacea* and a decrease in *Lachnospiraceae, Ruminococcaceae* and *Desulfovibrionaceae*. Most importantly, *Rikenellaceae*, a dominant family of CD mice, was below the detection limit in the FFD group, due to the disappearance of the genus *Alistipes*, represented by *Alistipes finegoldii* 17242.

**Figure 2.**
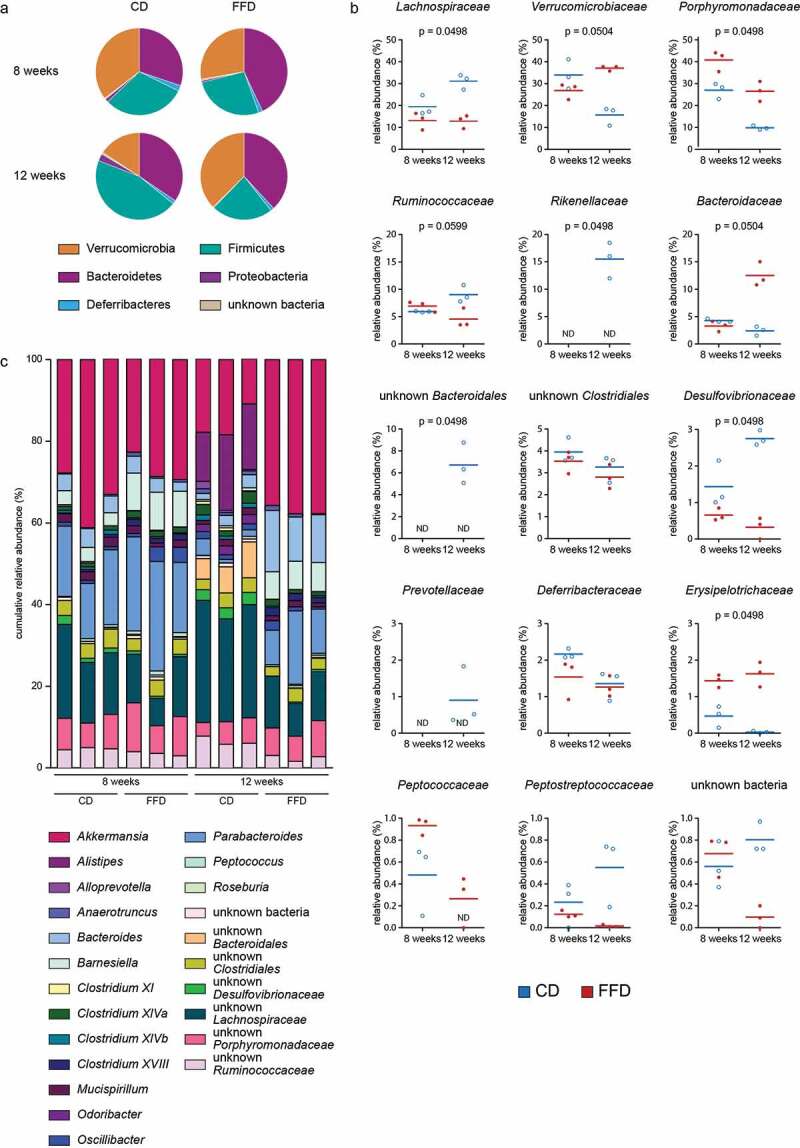
Alterations of intestinal microbiota at taxonomic levels. Taxonomic composition of the intestinal microbiota of CD or FFD mice. (a) Phyla, (b) family and (c) genera at the age of eight and twelve weeks was measured via 16S rRNA gene amplicon analysis (n = 3). Statistical analysis: (b) Kruskal-Wallis Rank Sum Test for all groups (corrected for multiple comparison by Benjamini-Hochberg method). Data are shown as individual mice and means and are representative of two independent experiments

We further wondered, whether the shift of microbiota in the absence of dietary cellulose is also reflected by the bacterial metabolome. While fermentation of dietary fiber often results in the production of SCFA, the presence of cellulose did not enhance the concentrations of, for example, acetic, butyric, propionic and valeric acid (Figure S3a) and were not detectable in germfree mice (GF) independently of CD or FFD. By contrast, the pool of cecal bile acids was highly affected by cellulose. The amounts of primary bile acids were elevated in germ-free mice kept on FFD as compared to those kept on CD (Figure S3b) and did not differ in SPF animals, indicating a bacteria-independent mechanism. However, the primary unconjugated bile acid UDCA and the secondary bile acids DCA and 3-dehydroCDCA were significantly increased in SPF FFD mice (Figure S3c, d).

In summary, these data show that cellulose drives microbial diversity and maturation during early adulthood of mice and impacts on the gut bile acid metabolism.

### Cellotetraose is cleaved by intestinal microbial enzymes

The strong impact of cellulose on the microbiota of the colon suggests that this fiber might serve as substrate for bacterial metabolism. Although humans and animals lack endogenous enzymes necessary to break down the β-1,4-glycosidic bonds of cellulose, some bacteria have been shown to exert cellulolytic activity.^8^ Therefore, the possibility that the intestinal microbiota of both CD and FFD animals generate enzymes able to cleave β-1,4-glycosidic bonds was examined. Supernatants derived from cecal contents of both dietary groups were incubated with water soluble cellotetraose which is suitable for enzymatic assays. Analysis of the degradation products by CE- and HPLC-MS showed that native, but not heat inactivated, supernatants degraded cellotetraose into cellotriose and cellobiose (Figure 3a,b).

**Figure 3.**
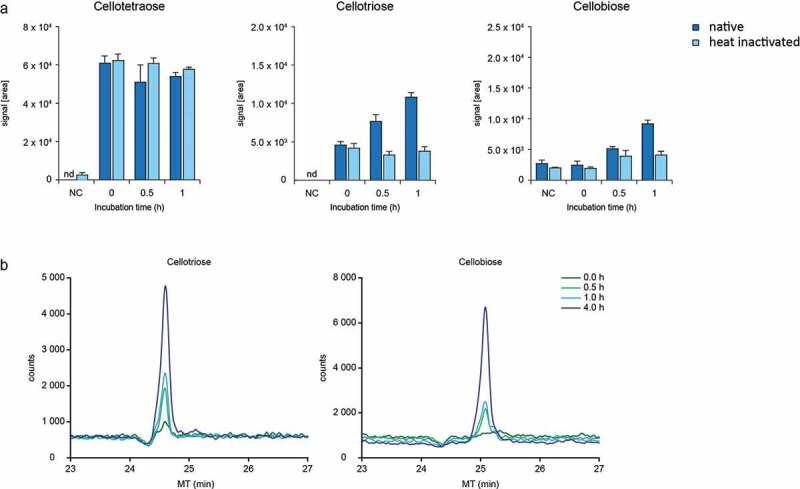
Degradation of cellotetraose by enzymes of the cecal microbiota. (a) Signals intensity (AUC) measured by HPLC-MS and (b) CE-MS electropherogram of degradation products after incubation of cellotetraose with native and heat-inactivated cecal enzymes of CD mice (n = 1). Data are shown as means ± SD and are representative of two independent experiments

In-vitro cleavage of cellotetraose was also seen in FFD animals indicating that their less diverse microbiota was able to cleave cellulose (Figure S4a). As expected, cleavage of cellotetraose was strictly microbe dependent, as cecal supernatants from germfree mice were not able to degrade cellotetraose (data not shown). These findings implicate that cellulose is a substrate that fuels microbial development.

### Dietary cellulose modulates the function of intestinal immune and epithelial cells

As microbes and diet are known to impact intestinal immune responses, the influence of cellulose on the balance of pro- and anti-inflammatory lymphocytes was examined in various tissues.^16,17^ While absolute lymphocyte numbers were unaffected, ileal tissues of FFD mice contained increased frequencies of CD4^+^ T cells (Figure S5a,b). Cytokine expression revealed enhanced frequencies of ileal IL-17^+^ but not IFN-γ or IL-4 secreting CD4^+^ T cells in the absence of cellulose (Figure 4a,b). This was confirmed by staining of the transcription factor RORγt, known to induce pro-inflammatory T_H_17 differentiation (Figure 4c,d). Interestingly, intestinal frequencies of FOXP3^+^ RORγt^−^ CD4^+^ Tregs and the amount of sIgA involved in mucosal homeostasis were not affected by dietary cellulose (Figure S5c).

**Figure 4.**
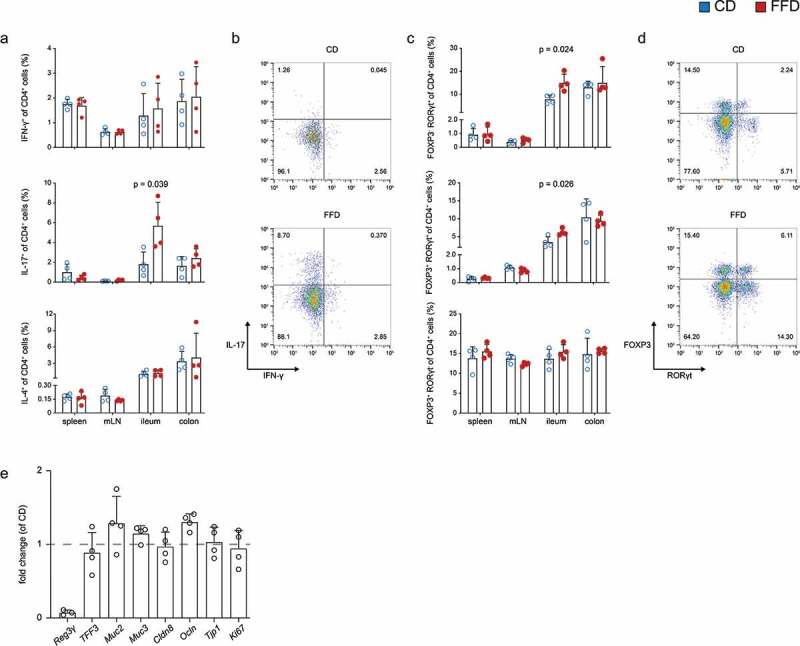
Influence of dietary cellulose on the intestinal immune and epithelial cells. T-lymphocytes isolated from spleen, mLN and intestinal lamina propria of CD and FFD mice were analyzed by FACS. (a) Cytokine secretion in indicated organs and (b) representative plots for ileal CD4^+^ T cells (n = 4). (c) Expression of transcription factors in indicated organs and (d) representative plots for transcription factor expression in ileal CD4^+^ T cells (n = 4). (e) RT-PCR of indicated genes from colonic tissue of FFD mice normalized to CD animals (n = 4). Statistical analysis: (a, c) Welch’s test. Data are shown as individual mice and means ± SD and are representative of two independent experiments

Further, the possibility that cellulose influences the expression of selected genes involved in intestinal barrier function and homeostasis was measured. RT-PCR of colonic tissues revealed that lack of cellulose in FFD mice particularly reduced the expression of the antimicrobial protein, regenerating islet-derived protein 3 gamma (Reg3γ) (Figure 4e). Mucins, tight junction proteins and the proliferation marker Ki76 were not or only marginally affected under homeostatic conditions.

### Dietary cellulose protects from colitis

Dysbiosis and metabolic changes of the intestinal microbiota often results in inflammation.^18,19^ Possible functional consequences for colitis development were therefore examined. Comparing CD and FFD animals in an experimental colitis model, FFD mice revealed increased susceptibility for intestinal inflammation even at low concentrations of DSS (1.5 %) as evaluated by weight loss, diarrhea and reduced colon length (Figure 5a, b; Figure S6a,b). DSS caused loss of crypt structure, epithelial damage and massive infiltration of immune cells (Figure 5c). In accordance, increased amounts of colonic TNF-α and lipocalin-2 in FFD mice further demonstrated the protective effect of dietary cellulose on DSS-induced colitis (Figure S6c).

**Figure 5.**
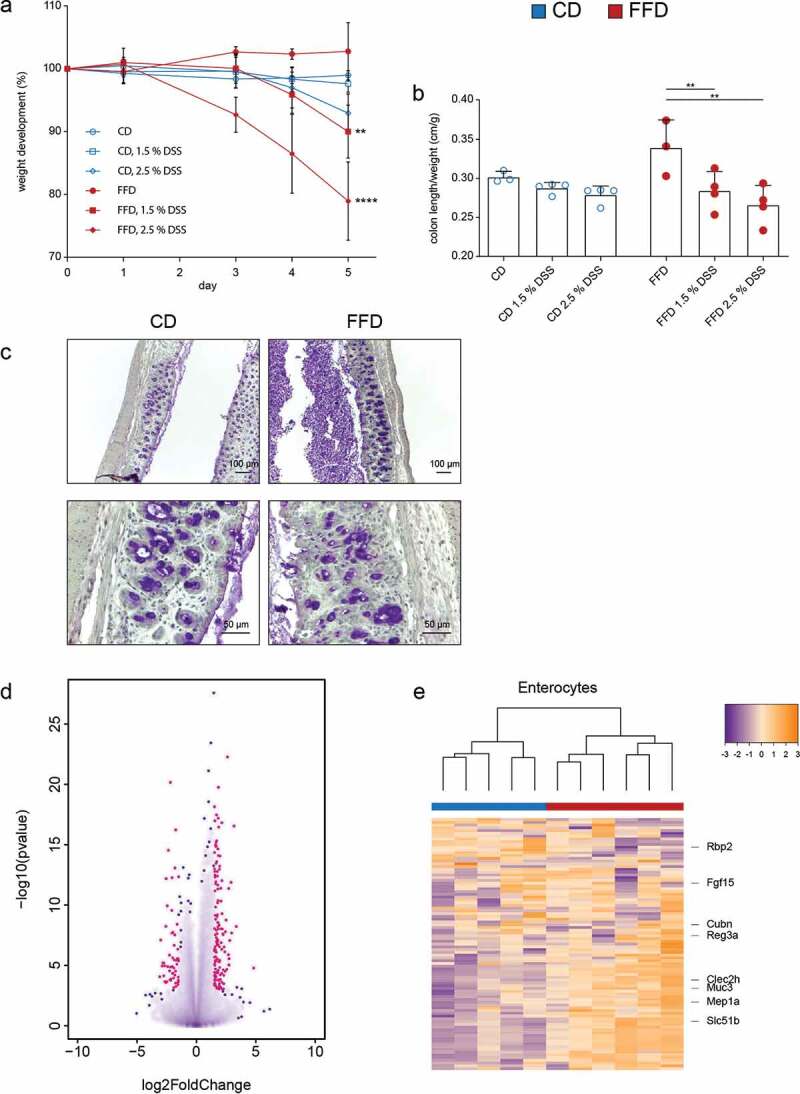
Influence of dietary cellulose on development of colitis and transcriptional profiles of gut epithelial cells. (a) Weight loss and (b) colon length/weight ratio in CD or FFD mice after treatment with DSS (1.5% and 2.5%) in the drinking water. (c) Periodic acid-Schiff histology (PAS) of the colon (2.5% DSS) (n – 3-4). (d) Differentially expressed genes of colonic epithelial cells of CD or FFD RAG KO mice after treatment with DSS (1.5%) for five days; red points represent genes statistically differentially expressed with *p* = .005 and log fold change > 1.5 (FFD vs CD). (e) Unsupervised clustering of genes related to distinct intestinal enterocytes differentially expressed in CD and FFD RAG KO mice (n = 5–6). Statistical analysis: (a) two-way ANOVA (* are related to weight loss at day five in comparison to untreated mice), (b, d) multiple t test corrected by Benjamini-Hochberg-method. *p < .03, **p < .002, ***p < .0002, and ****p < .0001. Data are shown as individual mice and means ± SD and are representative of two independent experiments

As inflammation activates complex transcriptional programs, we wondered whether dietary cellulose may affect gene expression in the gut epithelium even under such harsh conditions.^20^ Thus, RNA-Seq analysis of colonic epithelial cells isolated from CD and FFD mice after DSS treatment was performed. 

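RNA from colonic epithelial cells of RAG KO mice on the C57BL/6 background was sequenced from 5 CD mice, whose diet held 7% cellulose, and 6 FFD mice, each 4 weeks on the diet and then given 1.5% DSS for 5 days. RAG KO mice lack the recombinase Rag1 and with it mature T and B cells, and DSS (dextran sulfate sodium) is a polymer that injures the colonic epithelium from the lumen. Poly(A) RNA with an RNA integrity number above 8 was read as single reads of 59 bp, which the authors trimmed and mapped to the mouse genome GRCm38 with the Qiagen CLC Workbench 10.0.1 before counting reads per gene. The deposited table holds these raw counts for 52550 genes, 32619 of which had a read in at least 1 mouse. The total count per mouse was 20853535 to 28588266 (median 25543054) in CD mice. It was 10374154 to 27973285 (median 24261218) in FFD mice, of which FFD mouse 4 had the lowest. From the counts, 15044 genes above the expression filter of edgeR were tested for a difference between the diets. The test was edgeR's quasi-likelihood test after TMM normalization, with p-values adjusted by the Benjamini-Hochberg method. A positive log2 fold change means a higher level in FFD mice, and levels are given as CPM, the counts of a gene relative to the normalized total of its library. The first principal component of the 1000 most variable genes held 41.9% of their variance. On it, all CD mice lay to one side of all FFD mice, and FFD mouse 3 lay nearest to the CD mice. The lists of genes for cell types and processes were written from general knowledge before the data were examined. The genes that the paper names were known by then. The enterocyte list may therefore hold genes labeled in Figure 5e, which the study chose on these samples. How reads that map to several genes were counted, and whether strand was used, is not given in the sources used here.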

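Transcripts of epithelial cells dominated the libraries of both diets, and those of T and B cells were near the limit of detection. Rag1, the gene disrupted in these mice, had 1.17 ± 0.221 CPM (SD, n = 5) in CD and 1.08 ± 0.176 CPM (SD, n = 6) in FFD mice, with 8 to 40 counts per mouse. Counts per gene do not show which part of it they come from, and its exons overlap those of B230118H07Rik. The keratin gene Krt8 was at 4495 ± 414 CPM in CD and 5629.9 ± 400.4 CPM in FFD mice, and the adhesion molecule Epcam at 1658 ± 53.2 CPM in CD and 2042 ± 170.3 CPM in FFD mice. By contrast, the T cell receptor component Cd3e had 18 counts and the B cell receptor component Cd79a 17 counts over all 11 mice. Of 32 genes of T and B cells, 6 were abundant enough to test, and 1, Cd8b1, was higher in FFD mice (log2 fold change 0.89, standard error 0.27, adjusted p = 0.020 from edgeR; 1 when adjusted over the list alone). The 19 genes of innate lymphoid and NK cells, which RAG KO mice keep, had a median log2 fold change of 0.11, which went from -0.16 with the strict filter to 0.20 without CD mouse 4 over the alternatives and was -0.051 without TMM. Of 24 genes of macrophages and monocytes, 9 rose and none fell (9 higher when adjusted over the list alone; 5 to 12 with 1 mouse left out, 5 without FFD mouse 2), among them Mrc1 (log2 fold change 1.54). The protease gene Ctss, which is also on the list for MHC class II antigen presentation, had more counts than any other gene of the macrophage list. It was at 184 ± 21.6 CPM (SD, n = 5) in CD and 312 ± 49.1 CPM (SD, n = 6) in FFD mice (adjusted p = 0.0011 from edgeR). The genes C1qa, Tyrobp, Fcer1g and Cd68, which macrophages express at high levels, were at 1.24 to 1.78 CPM on average, with adjusted p-values of 0.32 to 0.88 from edgeR. Of 12 genes of neutrophils, Ly6g (2.20), Ltf (2.66) and S100a8 (1.51) rose and none fell (3 higher when adjusted over the list alone). Ly6g was at 33.5 ± 16.3 CPM (SD, n = 5) in CD and 153 ± 64.1 CPM (SD, n = 6) in FFD mice. The neutrophil genes S100a8, S100a9 and Csf3r were at 0.699 to 2.59 CPM on average. S100a9 and Csf3r did not pass (adjusted p = 0.12 and 0.54 from edgeR). Whether the Ly6g reads came from neutrophils was not tested. S100a8 lost its call without any 1 of 6 of 11 mice (log2 fold changes 1.12 to 1.59) and kept it without CD mouse 5 (1.86), FFD mouse 1 (1.64), FFD mouse 3 (1.70), FFD mouse 4 (1.58) or FFD mouse 6 (1.57), and its log2 fold change turned to -0.23 with the mean level of macrophage, monocyte and neutrophil genes as a covariate, which S100a8 is itself part of. The neutrophil receptor Cxcr2 had 73 counts over all mice. The set test camera, with a preset correlation between genes, placed the macrophage and neutrophil lists higher in FFD mice (adjusted p = 6.1e-04 and 0.020), but with an estimated correlation the adjusted p was 0.44 and 0.60. Of 9 dendritic cell genes 3 rose, of 9 genes of fibroblasts, muscle, endothelium and glia 2 rose, and of 2 genes of red blood cells 1 rose. None of these groups held a gene that fell, although without TMM 0 of the fibroblast, muscle, endothelium and glia genes rose and 1 fell and the median of dendritic cell genes turned to -0.014. Of the 3 groups, 3, 0 and 2 genes were higher when adjusted over the list alone. These counts moved when 1 mouse was left out. The number that rose was 1 without CD mouse 1 or FFD mouse 2 for dendritic cells. For fibroblasts, muscle, endothelium and glia it was 0 without CD mouse 2, CD mouse 4, CD mouse 5, FFD mouse 2, FFD mouse 4 or FFD mouse 6 and 1 without CD mouse 1, CD mouse 3, FFD mouse 3 or FFD mouse 5, and 1 fell without FFD mouse 1. For red blood cells it was 0 without CD mouse 1, CD mouse 3, CD mouse 5, FFD mouse 1, FFD mouse 2, FFD mouse 3 or FFD mouse 6 and 2 without FFD mouse 4. Camera gave adjusted p = 0.24 for dendritic cells, 0.59 for innate lymphoid and NK cells, 0.59 for T and B cells and 0.59 for fibroblasts, muscle, endothelium and glia, and the red blood cell list was too short for it.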

To ensure that gene signatures were derived from epithelial cells and not from contaminating lymphocytes, mice deficient in intraepithelial lymphocytes (RAG KO) were used. 

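The colonic epithelium of FFD mice differed from that of CD mice in 5532 of 15044 genes after DSS, 2740 higher and 2792 lower in FFD mice at an adjusted p under 0.05 from edgeR. The sample labels carry a number that is 1 in every CD and 2 in every FFD sample. Its meaning is not given in the sources used here, and if it marks a cage or a batch, an effect of that cannot be told apart from an effect of the diet. The median size of these changes was 0.47 on the log2 scale, and 622 genes changed by more than 1 on that scale, 423 upward and 199 downward. The smallest p-value was that of Nt5e on chromosome 9 of GRCm38 from 88327197 to 88372092, the ectonucleotidase CD73 that makes adenosine from AMP outside cells. It was at 18.2 ± 3.63 CPM (SD, n = 5) in CD and 49.3 ± 4.66 CPM (SD, n = 6) in FFD mice (log2 fold change 1.44, standard error 0.12, adjusted p = 3.2e-04). The largest rises included Plat, the tissue plasminogen activator (log2 fold change 3.31, standard error 0.56, adjusted p = 0.0015), and Aldh1a3, which makes retinoic acid, at 4.42 ± 1.14 CPM (SD, n = 5) in CD and 39.0 ± 18.9 CPM (SD, n = 6) in FFD mice (log2 fold change 3.14, standard error 0.35, adjusted p = 7.0e-04). Slpi, an inhibitor of neutrophil elastase, was at 8.94 ± 2.69 CPM (SD, n = 5) in CD and 66.2 ± 32.1 CPM (SD, n = 6) in FFD mice (log2 fold change 2.88, standard error 0.38, adjusted p = 8.6e-04). Tac1, the precursor of substance P, and Adgrf1, an adhesion receptor, rose by 2.78 and 2.59 on the log2 scale. Tnfrsf8, Ces2f, Pnliprp2, Btn1a1, Ly6g, Ifit3b and Pla2g4f rose by 2.13 to 2.94. Among the largest falls were those of the transferrin gene Trf (-3.07), the matrix proteoglycan Prelp (-2.82), the mast cell protease gene Cma1 (-2.60), the glycosyltransferase gene Fut9 (-2.49), the neuropeptide Y receptor gene Npy1r (-2.38), Nxpe2 (-2.27), the long noncoding RNA Rian (-2.27) and Rgcc (-2.07). The glutathione transferase gene Gsta3 was at 11.0 ± 3.04 CPM (SD, n = 5) in CD and 1.84 ± 1.12 CPM (SD, n = 6) in FFD mice (log2 fold change -2.57, standard error 0.36, adjusted p = 9.9e-04). Neurog3, which starts enteroendocrine differentiation, and Ascl2, a transcription factor of intestinal stem cells, fell to 0.166 and 0.930 CPM on average, from 1.12 and 5.00 CPM in CD mice. The heat shock gene Hspa1a was at 96.6 ± 33.7 CPM (SD, n = 5) in CD and 20.9 ± 5.94 CPM (SD, n = 6) in FFD mice (log2 fold change -2.21, standard error 0.24, adjusted p = 7.0e-04) and may share reads with its near-identical copy Hspa1b (-1.52). Among the 10 genes with the smallest p-values were also Trim34a (1.19), Samd9l (0.99), Trim25 (0.64) and, from the interferon response list, the RNA sensor Ifih1 (1.00) and Ifit1bl1 (1.83), all higher in FFD mice. In 2783 genes, 18.5% of those tested, the values of all 6 FFD mice lay on one side of all 5 CD mice, against 0.433% by chance. At the thresholds of Figure 5d, read as an adjusted p under 0.005 and a log2 fold change above 1.5 in size, 97 genes were higher and 36 lower in FFD mice, and 118 and 51 when p was read as unadjusted. DESeq2, which the paper names, gave 138 higher and 55 lower, and 163 and 77 with unadjusted p. Scaling by total counts without TMM moved the median of all genes by -0.15 on the log2 scale and gave 1636 higher and 4863 lower genes. The mean level of macrophage, monocyte and neutrophil genes was higher in FFD mice by 0.54 on the log2 scale. With that level as a covariate, 112 genes passed, 0 of them at the thresholds of Figure 5d, while 99.5% of the genes changed without it had the same direction. The diet explains 52.1% of the variance of that level. This fit therefore cannot tell changes due to these cells from changes due to the diet. With 1 mouse left out, the count at those thresholds was 45 without CD mouse 3 and 205 without FFD mouse 3. Exons of Trf, Prelp, Neurog3, Rian, Hspa1a, Slpi and Trim34a overlap those of other genes, so part of their counts is uncertain.

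**Figure D1:**
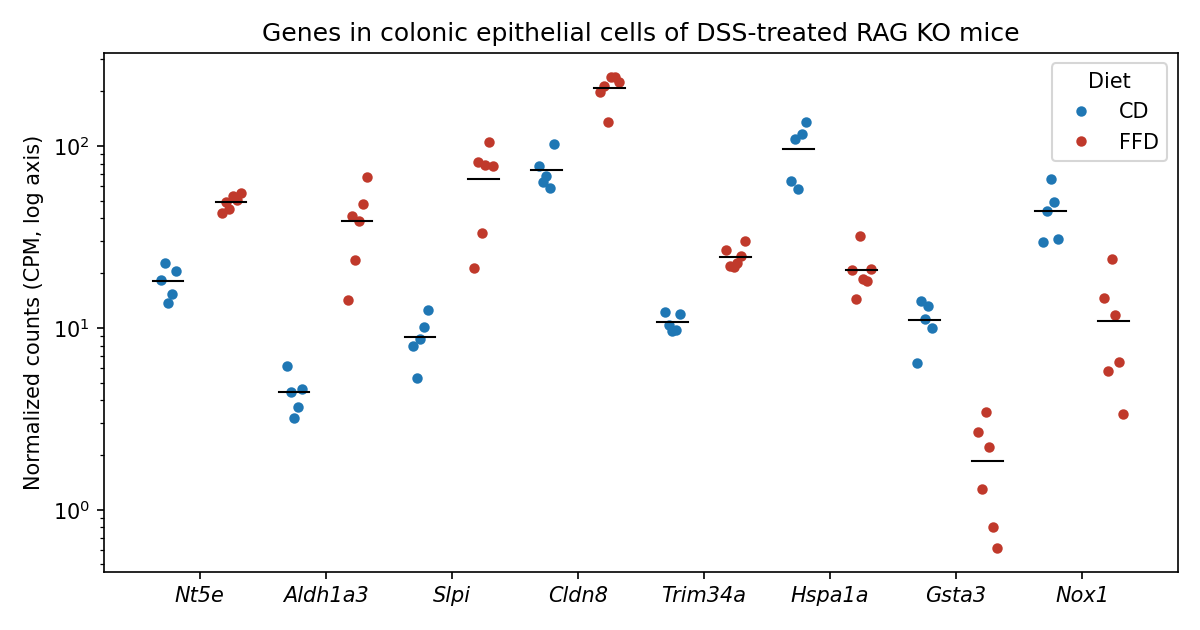
Normalized counts (CPM, log axis) of 8 genes in colonic epithelial cells of DSS-treated CD (blue, n = 5) and FFD (red, n = 6) RAG KO mice, 1 point per mouse, with the group mean as a bar. Nt5e, Aldh1a3, Slpi, Cldn8 and Trim34a are higher in all FFD mice than in any CD mouse, and Hspa1a, Gsta3 and Nox1 lower.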

Differential gene expression analysis revealed that cellulose had multiple effects on the transcriptional profile of colonic epithelial cells (Figure 5d). Furthermore, the differential gene expression pattern was assigned to distinct epithelial cell types, according to recently published cell-specific signatures.^21^ 

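Most listed genes of absorptive colonocytes rose in FFD mice, while most of those of dividing cells and 15 of 29 of those of stem cells fell. Of 30 colonocyte genes, 20 were higher in FFD mice, 1, the sulfotransferase gene Sult1a1 (-0.65), was lower and 9 did not pass the test (22 higher and 1 lower when adjusted over the list alone). Sult1a1 lost its call without any 1 of 8 of 11 mice (log2 fold changes -0.69 to -0.48) and kept it without CD mouse 5 (-0.74), FFD mouse 1 (-0.74) or FFD mouse 3 (-0.77), and its log2 fold change turned to 0.093 with the mean level of macrophage, monocyte and neutrophil genes as a covariate. Lypd8, a secreted protein that keeps motile bacteria from the colonic surface, was at 3933 ± 642 CPM (SD, n = 5) in CD and 8904 ± 1530.2 CPM (SD, n = 6) in FFD mice (log2 fold change 1.18, standard error 0.15, adjusted p = 7.6e-04 from edgeR). The chloride and bicarbonate exchanger Slc26a3 rose by 1.34 on the log2 scale, the carbonic anhydrase Car4 by 1.79 and the mucin Muc13 by 0.99. Of 50 genes of dividing cells, 41 were lower in FFD mice, none was higher and 9 did not pass (50 lower when adjusted over the list alone). The number lower was 26 to 47 with 1 mouse left out (26 without CD mouse 3 or CD mouse 4). FFD mouse 6 had the lowest mean level of the list, and without it the median log2 fold change of the list went from -0.67 to -0.54. Ribosomal protein genes held 4.39 to 5.94% of counts in CD and 2.74 to 4.22% in FFD mice, the least in FFD mouse 6. Whether this share and the fall of the list have the same origin was not tested. The genes of dividing cells that fell included Uhrf1, which maintains DNA methylation (log2 fold change -0.82, standard error 0.14, adjusted p = 0.0015), the cyclin gene Ccne2 (-0.77), the replication licensing factor Cdt1 (-0.79) and the replication clamp Pcna (-0.54). The marker Mki67 had a log2 fold change of -0.50 (adjusted p = 0.083 from edgeR). Mki67 passed without TMM (adjusted p = 0.035) and without FFD mouse 3 (adjusted p = 0.044), and over the 21 alternatives its adjusted p was 0.035 to 0.52, the highest with the level of macrophage, monocyte and neutrophil genes as a covariate. Of 29 stem cell genes, 15 fell, 4 rose and 10 did not pass (16 lower and 4 higher when adjusted over the list alone). The Wnt target Axin2 was at 21.9 ± 3.45 CPM (SD, n = 5) in CD and 7.68 ± 3.95 CPM (SD, n = 6) in FFD mice (log2 fold change -1.49, standard error 0.26, adjusted p = 0.0019), and Ephb3 (-1.32), Myc (-0.82) and Cdca7 (-0.78) fell with it. The stem cell genes that rose were Lgr4 (0.35), Prom1 (0.65), Clca3b (1.09) and Phlda1 (0.59). Phlda1 lost its call without any 1 of 7 of 11 mice (log2 fold changes 0.46 to 0.63) and kept it without CD mouse 5 (0.74), FFD mouse 1 (0.65), FFD mouse 3 (0.70) or FFD mouse 6 (0.65). Among 11 genes of Paneth and deep crypt secretory cells, Ang4 (1.75) rose and Mmp7 (-1.32) and Reg4 (-1.59) fell (1 higher and 2 lower when adjusted over the list alone), and Ang4 lost its call without CD mouse 3 (1.56), CD mouse 4 (1.56) or FFD mouse 1 (1.08), while Reg4 lost its call without CD mouse 1 (-1.49), CD mouse 2 (-1.31), FFD mouse 2 (-1.39) or FFD mouse 6 (-1.46). The set test of this list did not pass (adjusted p = 0.33 from camera). For the colonocyte, dividing cell and stem cell lists camera gave adjusted p-values of 1.9e-11, 1.1e-14 and 5.9e-05 with a preset correlation. With an estimated correlation these became adjusted p = 0.29, 0.40 and 0.31. The mean level of macrophage, monocyte and neutrophil genes differed between the diets too, by 0.54 on the log2 scale. Exons of Sult1a1, Ccne2, Muc13, Axin2, Mmp7, Prom1 and Phlda1 overlap those of other genes.

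**Figure D2:**
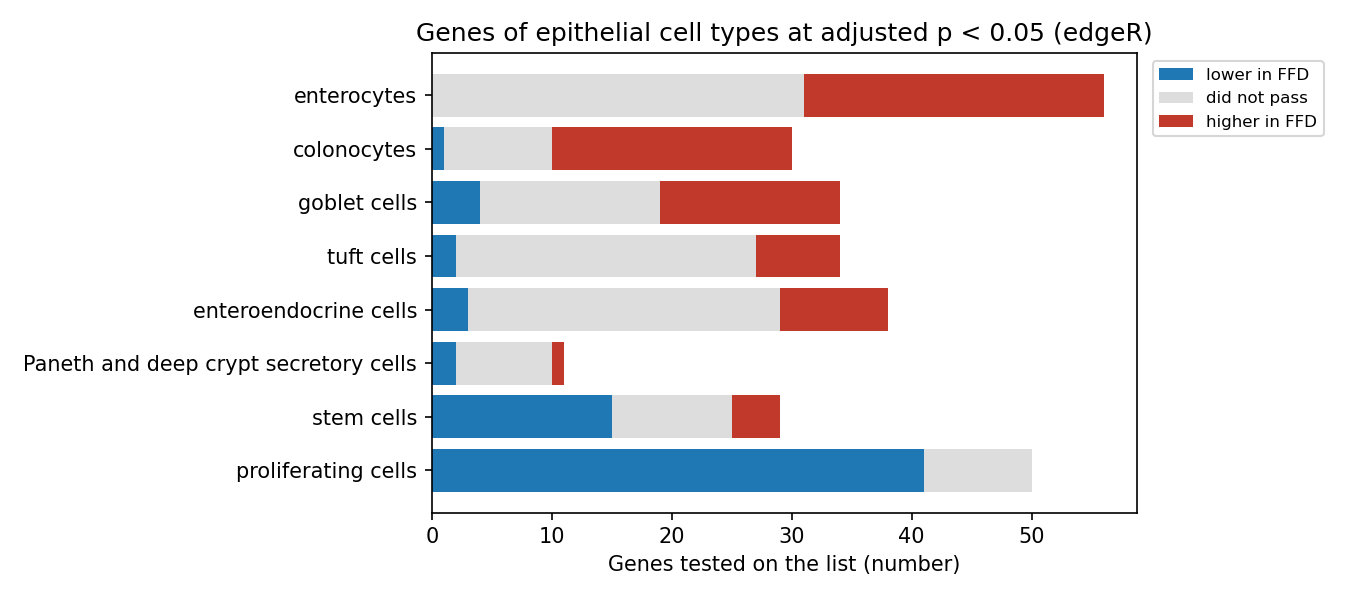
Number of tested genes (horizontal axis) on each list of epithelial cell type genes that were lower in FFD (blue), did not pass (gray) or were higher in FFD (red) at an adjusted p under 0.05. Most genes of dividing cells (41 of 50) lie in the blue part and most colonocyte genes (20 of 30) in the red part.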

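In FFD mice, genes of enterocytes and goblet cells rose more often than they fell, and genes of tuft and enteroendocrine cells changed in smaller numbers. Of 56 enterocyte genes, 25 were higher in FFD mice and none was lower (25 higher when adjusted over the list alone). The apolipoprotein gene Apob was at 71.1 ± 17.1 CPM (SD, n = 5) in CD and 208 ± 60.4 CPM (SD, n = 6) in FFD mice (log2 fold change 1.55, standard error 0.22, adjusted p = 0.0010 from edgeR), and the peptidase gene Ace (0.74), the guanine deaminase gene Gda (1.05) and the brush border cadherin gene Cdhr5 (0.92) rose too. Of the enterocyte genes labeled in Figure 5e, which the study chose on these samples, Slc51b (1.06), a bile acid exporter subunit, Muc3 (0.90), Clec2h (0.81) and Mep1a (0.65) rose. The other labels were Reg3a, Cubn, Rbp2 and Fgf15. Reg3a, Cubn and Rbp2 had log2 fold changes of 0.29, 0.086 and 0.059 (adjusted p = 0.38, 0.90 and 0.90) at 0.835 to 3.54 CPM on average. Fgf15, with 6 counts over the CD and 5 over the FFD mice, was too low to test. Of 34 goblet cell genes, 15 rose and 4 fell (18 and 4 when adjusted over the list alone), but without TMM 11 rose and 8 fell. The lectin-like Zg16, which binds Gram-positive bacteria in mucus, was at 1167 ± 331 CPM (SD, n = 5) in CD and 2258 ± 402 CPM (SD, n = 6) in FFD mice (log2 fold change 0.95, standard error 0.18, adjusted p = 0.0025). The mucus protein Clca1 rose by 1.49, the trefoil factor Tff3 by 0.74 and the secretory protein Sytl2 by 0.66, while the goblet cell regulators Spdef (-0.29) and Foxa3 (-0.32) and the genes Txndc5 (-0.34) and Slc12a8 (-0.37) fell (the number that fell was 1 without CD mouse 1, CD mouse 2, CD mouse 3, CD mouse 5, FFD mouse 2, FFD mouse 4 or FFD mouse 5 and 2 without CD mouse 4 or FFD mouse 3). Spdef lost its call without any 1 of 9 of 11 mice (log2 fold changes -0.32 to -0.18) and kept it without FFD mouse 1 (-0.32) or FFD mouse 6 (-0.36). Foxa3 lost its call without any 1 of 8 of 11 mice (log2 fold changes -0.34 to -0.20) and kept it without CD mouse 4 (-0.36), FFD mouse 1 (-0.36) or FFD mouse 6 (-0.35). Slc12a8 lost its call without any 1 of 8 of 11 mice (log2 fold changes -0.40 to -0.25) and kept it without FFD mouse 1 (-0.40), FFD mouse 3 (-0.40) or FFD mouse 6 (-0.42). Of 34 tuft cell genes, 7 rose and 2 fell (7 and 2 when adjusted over the list alone), among them Dclk1 (0.71), Cd300lf (0.90) and, downward, Tmem176b (-0.62) and Tmem176a (-0.43), whose exons overlap each other. Of 38 enteroendocrine genes, 9 rose and 3 fell (8 and 3 when adjusted over the list alone). Those that rose included Tph1, the first enzyme of gut serotonin synthesis (1.17), and the peptide-processing enzymes Cpe (1.56) and Pam (0.45), and Gfra3 (-0.63) was among those that fell (the number that fell was 1 without CD mouse 2 or FFD mouse 2). Gfra3 lost its call without CD mouse 2 (-0.54) or FFD mouse 2 (-0.59). Camera gave an adjusted p of 4.5e-08 for enterocytes, 0.0072 for goblet, 0.020 for tuft and 0.11 for enteroendocrine cells, all toward FFD. With an estimated correlation these values were 0.31, 0.66, 0.66 and 0.72. Without CD mouse 1, CD mouse 3 or FFD mouse 3 the tuft cell value was 0.071, 0.072 and 0.083, and the enteroendocrine value was 0.015 without CD mouse 2 and 0.032 without FFD mouse 5. The mean level of macrophage, monocyte and neutrophil genes was 0.54 higher in FFD mice on the log2 scale. The diet explains 52.1% of the variance of this level, so a fit with it cannot tell these cells from the diet. With this level as a covariate Clec2h, Muc3, Mep1a and Slc51b did not pass (adjusted p = 0.16, 0.17, 0.25 and 0.30 from edgeR). Their log2 fold changes were then 0.36, 0.70, 0.53 and 0.31, against 0.81, 0.90, 0.65 and 1.06 without it. Exons of Ace, Dclk1, Pam, Slc51b, Cubn and Txndc5 overlap those of other genes.

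The separation of the 2 diets in each list was measured as the mean silhouette width, which is above 0 where mice lie nearer to mice of their own diet. It was 0.250 (exact permutation test, one-sided, p = 0.0022) in goblet cells and 0.208 (exact permutation test, one-sided, p = 0.0043) in enterocytes. In tuft cells it was 0.180 (exact permutation test, one-sided, p = 0.0043) and in enteroendocrine cells 0.157 (exact permutation test, one-sided, p = 0.0043). The smallest p that 5 against 6 mice allow is 0.0022. Over the 1000 most variable genes it was 0.211 (exact permutation test, one-sided, p = 0.0043). Random lists of as many tested genes separated the diets by as much in 13.8% of 1000 draws for goblet cells, 51.8% for enterocytes, 78.3% for tuft cells and 93.0% for enteroendocrine cells. The width was 0.354 in colonocytes, 0.353 in dividing cells and 0.314 in stem cells, which 0%, 0% and 0.200% of random lists reached. The widths and their order depended on the measure of distance. The distance 1 minus the Pearson correlation drops each mouse's mean over a list, so it cannot show a list that moves as a whole. With 1 minus the Pearson correlation the width was 0.566 in goblet cells, 0.410 in stem cells, 0.342 in enteroendocrine cells, 0.318 in tuft cells, 0.278 in colonocytes, 0.210 in enterocytes and -0.0215 in dividing cells. On values that were centred but not z-scored it was 0.363 in stem cells, 0.351 in colonocytes, 0.334 in dividing cells, 0.324 in enteroendocrine cells, 0.313 in goblet cells, 0.308 in enterocytes and 0.181 in tuft cells. When the clustering tree was divided into 2 groups of mice, 11 of 11 mice fell with their diet on the goblet cell list, 8 on the enterocyte list, 8 on the tuft cell list and 6 on the enteroendocrine list. The number was 11 on the colonocyte list, 10 on the stem cell list and 6 on the list of dividing cells. With 1 mouse left out it was 7 to 10 of 10 for goblet cells (7 without CD mouse 4, FFD mouse 1, FFD mouse 4 or FFD mouse 6), 7 to 10 for enterocytes (10 without FFD mouse 3), 7 to 10 for tuft cells (10 without CD mouse 2) and 5 to 10 for enteroendocrine cells (10 without CD mouse 1). With the Pearson correlation it was 11, 9, 10 and 10 of 11 for these 4 lists. With the changed genes of each of these 4 lists alone, the numbers were 11, 10, 11 and 11 and the widths 0.394, 0.455, 0.410 and 0.453. On the changed genes of the colonocyte, dividing cell and stem cell lists the widths were 0.508, 0.400 and 0.430. All these genes were chosen for their difference between the diets. The legend of Figure 5e also describes its genes as differentially expressed.

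**Figure D3:**
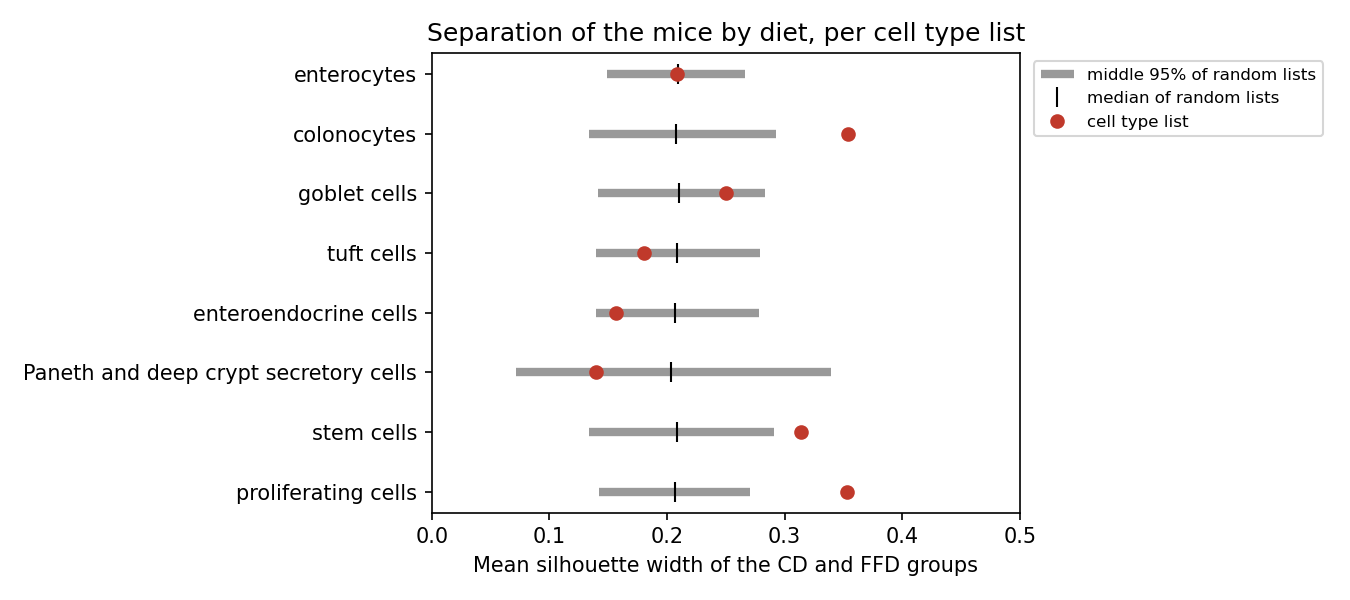
Mean silhouette width of the CD and FFD groups (horizontal axis, Euclidean distance on z-scored log2 CPM) on each cell type list (red points), with the median (black mark) and the middle 95% (gray bar) of 1000 random lists of the same size. The lists of colonocytes, stem cells and dividing cells lie above their gray bars, and those of enterocytes, goblet, tuft and enteroendocrine cells within them.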

Cellulose deficiency caused a distinct clustering, particularly pronounced in enterocytes, tuft-, goblet- and enteroendocrine cells (Figure 5e; Figure S6d). Of note, despite the lack of adaptive immune cells, cellulose fed RAG KO mice showed increased resistance against colitis as compared to cellulose-free animals, a situation comparable to immunocompetent mice (Figure S6e, f). These data demonstrate that dietary cellulose triggers transcriptional programs during homeostasis and inflammation.

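After DSS, most genes on the lists of interferon response, cell junctions and wound repair were higher in the epithelium of FFD mice. Of 55 interferon response genes, 37 rose and 1, the chemokine gene Cxcl10 (-1.16), fell (39 higher and 1 lower when adjusted over the list alone). Cxcl10 lost its call without CD mouse 4 (-0.70). Ifit2, which blocks viral translation, was at 43.9 ± 13.9 CPM (SD, n = 5) in CD and 158 ± 42.3 CPM (SD, n = 6) in FFD mice (log2 fold change 1.85, standard error 0.23, adjusted p = 8.0e-04 from edgeR). Oas1g, a sensor of double-stranded RNA, rose by 1.20 on the log2 scale. Cell junction genes rose in 24 and fell in 3 of 32 cases (25 higher and 3 lower when adjusted over the list alone). Cldn8, a claudin that seals the colonic paracellular barrier to sodium, was at 74.3 ± 17.2 CPM (SD, n = 5) in CD and 209 ± 39.7 CPM (SD, n = 6) in FFD mice (log2 fold change 1.49, standard error 0.17, adjusted p = 7.0e-04). The scaffold protein Tjp1 (0.85) and the desmosomal cadherin Dsg2 (0.76) rose too, whereas the pore-forming claudins Cldn2 (-0.50) and Cldn15 (-0.85) fell. Occludin (Ocln) had a log2 fold change of 0.015 (adjusted p = 0.89 from edgeR). Of 33 genes of wound repair and regeneration, 24 rose and 2 fell (25 higher and 2 lower when adjusted over the list alone), among them Anxa1, which promotes epithelial restitution (1.00), and Gsdmc4 (1.11), a gasdermin with close paralogs. Of 32 antimicrobial and IL-22 induced genes, 19 rose and 1 fell (19 higher and 1 lower when adjusted over the list alone). The IL-22 receptor gene Il22ra1 rose by 0.86 and the NADPH oxidase gene Nox1 fell by 1.99 on the log2 scale. The antimicrobial lectin Reg3g was at 6004 ± 1212 CPM (SD, n = 5) in CD and 6316 ± 2683 CPM (SD, n = 6) in FFD mice (log2 fold change 0.073, standard error 0.27, adjusted p = 0.85) and its paralog Reg3b at 15592 ± 1648 CPM (SD, n = 5) in CD and 16471 ± 6540.4 CPM (SD, n = 6) in FFD mice (log2 fold change 0.079, standard error 0.25, adjusted p = 0.83), which did not pass the test. Of 25 genes of mucins and trefoil peptides, 16 rose and none fell (19 higher and 0 lower when adjusted over the list alone), with the glycosyltransferases Gcnt1 (0.78) and C1galt1 (0.46). Muc2, the main gel-forming mucin, had a log2 fold change of 0.57 (adjusted p = 0.064 from edgeR). Muc2 passed with DESeq2 (adjusted p = 0.025), with limma-voom (adjusted p = 0.043), without CD mouse 1 (adjusted p = 0.0079) and without FFD mouse 1 (adjusted p = 0.030), and over the 21 alternatives its adjusted p was 0.0079 to 0.44, the highest with the level of macrophage, monocyte and neutrophil genes as a covariate. Of 38 genes of inflammatory cytokines, chemokines and NF-kB targets, 19 rose and 2, Il11 (-0.88) and Csf1 (-1.03), fell (21 higher and 2 lower when adjusted over the list alone). Those that rose included the IL-1 receptor antagonist Il1rn (1.03), the epithelial cytokine Il18 (0.78), Birc3 (0.57) and Il34 (0.91). Camera gave adjusted p-values from 7.1e-18 for the interferon list to 2.2e-06 for the inflammatory list over these 6 groups, all toward FFD. With an estimated correlation none passed, at adjusted p = 0.29 for the interferon, junction, repair, antimicrobial and inflammatory lists and adjusted p = 0.30 for mucins. The macrophage, monocyte and neutrophil genes were 0.54 higher in FFD mice on the log2 scale as a mean. Exons of Nox1, Cxcl10, Dsg2 and Il34 overlap those of other genes. All libraries came from mice given DSS, so homeostasis was not analysed here. The paper reports RT-PCR of colonic tissue under homeostatic conditions, with lower Reg3γ in FFD mice (Figure 4e). After DSS it reports differential expression between CD and FFD RAG KO mice (Figure 5d) and its assignment to epithelial cell types (Figure 5e). It also reports the higher resistance of cellulose fed RAG KO mice to colitis (Figure S6e, f). It then concludes that dietary cellulose triggers transcriptional programs in homeostasis and in inflammation.

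**Figure D4:**
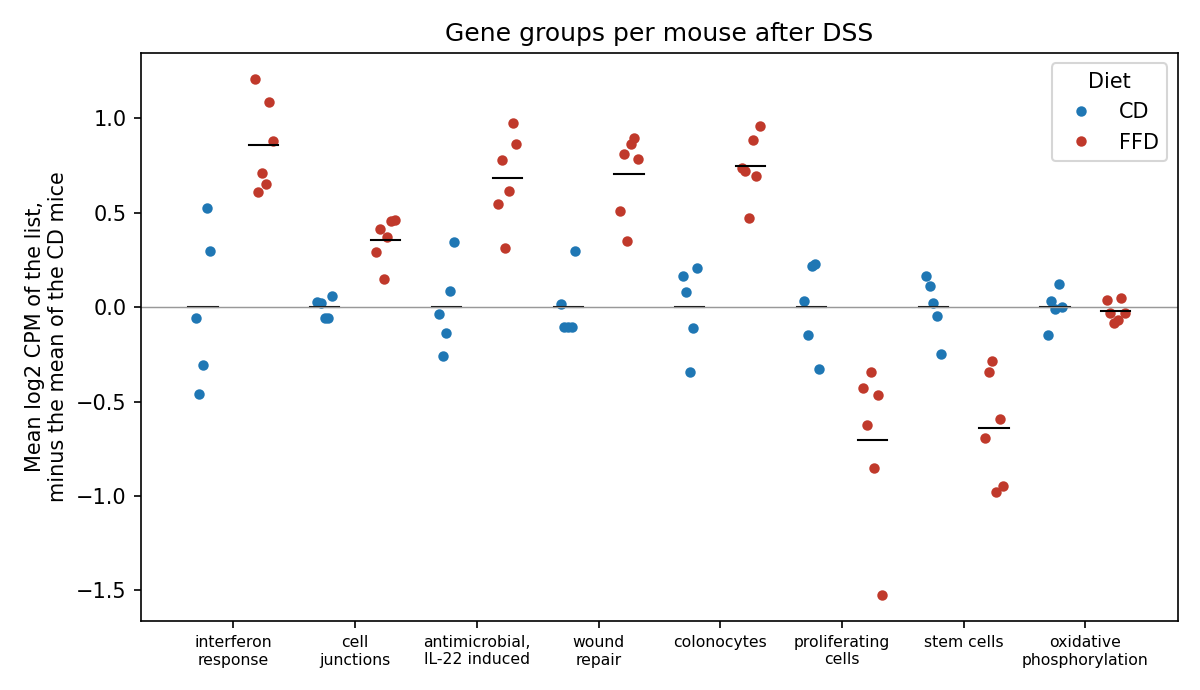
Mean log2 CPM of the genes on 8 lists in each CD (blue, n = 5) and FFD (red, n = 6) mouse, minus the mean of the CD mice (vertical axis), with the group mean as a bar. The lists of interferon response, cell junctions, antimicrobial genes, wound repair and colonocytes are higher on average in FFD mice, those of dividing and stem cells lower, and the list of oxidative phosphorylation, with a median log2 fold change of -0.029, lies near the CD mean, but had a median of -0.18 without TMM.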

### A. finegoldii mimics the anti-inflammatory effect of cellulose

Because fiber deficiency led to a strong reduction of *A. finegoldii*, the causal relationship of this bacterium to cellulose-mediated protection via the microbiome was examined. For functional studies on host-microbe interaction, Oligo-MM^12^ mice which allow tracing of individual bacteria in the presence of a mature immune system were used. These mice harbor a defined community of 12 bacterial strains which represent the most prevalent bacterial phyla in the murine gut.^22^ Association of Oligo-MM^12^ mice with *A. finegoldii* resulted in stable colonization of the cecum and colon without disrupting the original Oligo-MM^12^ microbiota, as shown by FISH and quantitative PCR analysis (Figure 6a,b). Further, comparative genome analysis with EDGAR^23^ showed that *A. finegoldii* enriched the Oligo-MM^12^ metagenome with 1,653 genes (singletons), related to cell wall and membrane metabolism (M), genetic information processing (K, L) and carbohydrate metabolisms (G) (Figure 6c). In addition, KEGG pathway analysis revealed that *A. finegoldii* is endowed with unique genes involved in cellulose degradation, possibly explaining its preponderance in a cellulose containing habitat (Figure 6d).

**Figure 6.**
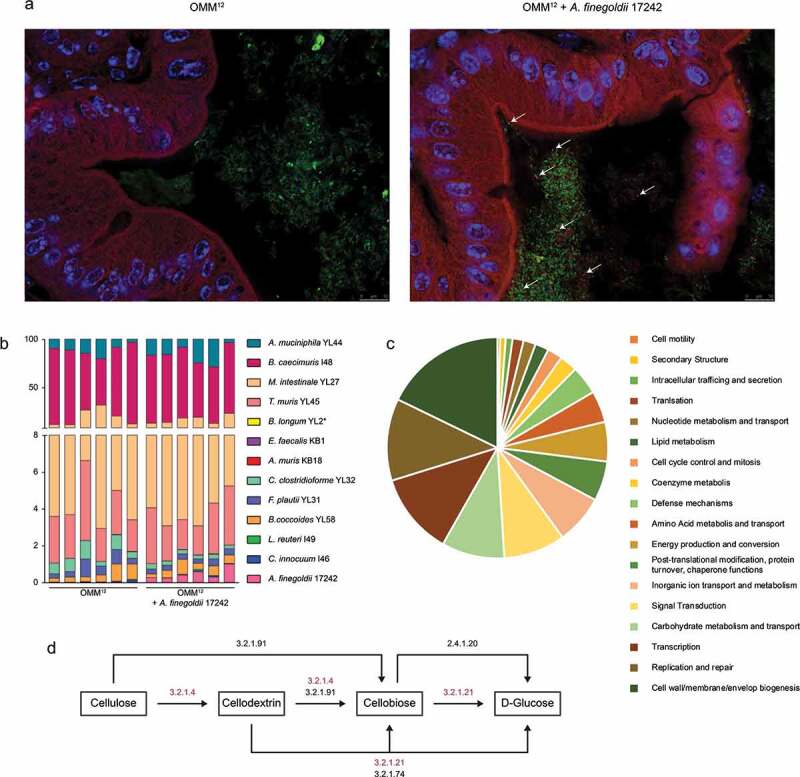
*A. finegoldii* enriches the Oligo-MM^12^ with cellulolytic potential. Oligo-MM^12^ mice were colonized with *A. finegoldii* 17242 and (a) viable *A. finegoldii* (white arrows) was visualized by FISH in the cecum (green, all bacteria; red, *A. finegoldii*; blue, DAPI). (b) Relative abundance of *A. finegoldii* within the Oligo-MM^12^ consortium was quantified by RT-PCR (n = 6). (c) Singletons were assigned to cluster of orthologous genes (EDGAR). (d) Scheme of the cellulose degrading pathways. Genes encoding cellulose degrading enzymes marked in red were exclusively found in *A. finegoldii* but not Oligo-MM^12^

Recent studies have shown that the commensal microbiota is able to influence the transcriptional profile of intestinal epithelial and immune cells.^24–26^ The possibility that the presence of *A. finegoldii* within the Oligo-MM^12^ microbiota alters gene expression and favors intestinal homeostasis was therefore examined. Analogous to SPF mice, immunological markers and expression of genes essentially involved in gut barrier function were measured. *A. finegoldii* enhanced the frequency of IL17-producing T cells in the intestine and peripheral lymphoid organs (Figure 7a; Fig. S7a-f) and induced a strong and specific upregulation of Reg3γ in the colon (Figure 7b). Colon cultures further revealed selective upregulation of IL-22 in *A. finegoldii*-associated Oligo-MM^12^ mice. The inflammation marker lipocalin-2 was not affected under these conditions (Figure 7c, Fig. S7g). Together, IL-22 and Reg3γ, are two factors known to maintain the barrier via segregating the microbiota from the intestinal epithelium.^27,28^

**Figure 7.**
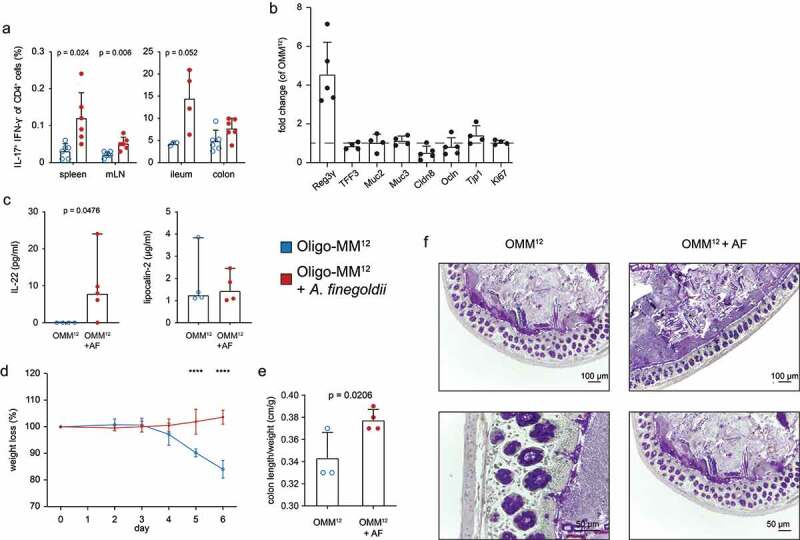
*A. finegoldii* enhances the intestinal barrier and protects from colitis. Oligo-MM^12^ mice were colonized with *A. finegoldii* three weeks prior to analysis. (a) IL-17 and IFN-γ secretion in CD4^+^ T cells in indicated organs was measured via FACS (n = 4–6). (b) RT-PCR of indicated genes from colon normalized to Oligo-MM^12^ mice without *A. finegoldii*. (c) Cytokines from colon cultures measured by LEGENDplex^TM^ and ELISA. Impact of *A. finegoldii* on (d) weight loss and (e) colon length/weight ratio of Oligo-MM^12^ after DSS treatment (3.5%) (n = 3–4). (f) Periodic acid-Schiff histology (PAS) of the colon from Oligo-MM^12^ and Oligo-MM^12^ + *A. finegoldii* mice (n = 2). Statistical analysis: (a) Welch’s test, (c) Mann-Whitney Test, (d) two-way ANOVA and (e) Student’s t test. *p < .03, **p < .002, ***p < .0002, and ****p < .0001. Data are shown as individual mice and (a, b, d, e) means ± SD or (c) median ± CI and are representative of two independent experiments

Finally, the barrier-enhancing property of *A. finegoldii* was examined in DSS colitis and revealed reduced intestinal inflammation in *A. finegoldii* associated Oligo-MM^12^ mice. This was evidenced by the lack of weight loss, increased colon length, and low amounts of TNF-α and Lipocalin-2 compared to the control group (Figure 7d, e Fig. S7h). Further, PAS staining of colonic tissue revealed only mild signs of colitis with reduced mucus secretion, less cellular infiltrates and thickening of the mucosal tissue (Figure 7f).

## Discussion

The rise in non-communicable diseases, such as diabetes, IBD, asthma and cancer is often linked to the relationship between diet, microbiota and immunity.^17,29^ Several epidemiological and experimental studies have shown that the health benefits of dietary fibers are related to the composition and function of the intestinal microbiota.^30–32^ However, differences in the amount and type of plant derived polysaccharides associated either with short-term or life-long alterations of the microbiota make comparisons difficult.^33–35^ For this reason, the current study specifically investigated the effects of cellulose, the most abundant dietary fiber, by feeding normal and gnotobiotic mice fiber-free diets or diets containing cellulose as only fiber source.

The study revealed that the polymer cellulose is cleaved by intestinal bacteria into oligomers and finally glucose which are used as substrate and promote the development of a mature-like microbiota. Digestion of cellulose requires specific enzymes that have been described for several bacterial genera, including *Xylanibacter, Prevotella, Butyrivibrio, Bacteroidales* and *Faecalibacterium*, most of which are abundantly present in the microbiota of people living in rural Africa. Far more fibers are consumed in agricultural than industrialized societies.^31,36^

Since the early eighties, studies have shown that despite its limited fermentation to SCFA, cellulose is able to substantially modify the colonic microbiota, classifying cellulose as a potential prebiotic.^37,38^ The metabolism of cellulose in man has long been subject of scientific interest. Several studies with ^14^C -labeled cellulose have shown the difficulties of quantifying the metabolism of cellulose in humans. The majority of ^14^C was recovered from feces and breath, but isotopes could be present in various chemical forms which are difficult to determine.^39^ Thus, cellulose degradation in humans remains controversial. The present study shows that dietary cellulose fuels microbial diversity and influences the bacterial metabolome, i.e. secondary bile acids. Although lack of dietary fiber affected several microbial taxa, *Alistipes spp*., a dominant genus of the human core microbiota, were not detectable in the absence of dietary fiber.^33^

Nutrient availability is a fundamental factor that dictates the establishment of microbial communities and their metabolic interactions. Maturation of the microbiota occurs stepwise, first after birth and lactation, followed by the weaning period with increased ingestion of solid foods.^40,41^ Antigen encounter (bacterial and food) during weaning, the so called weaning reaction, and transition from the postnatal to the adult period has shown to be critical for the development of the mucosal immune system.^42–44^ This is in accordance with the current view that the development of the gut microbiota takes more time than previously thought.^45^ The current findings demonstrate that dietary cellulose is essential for the advancement of microbial diversification beyond eight weeks of life, indicating that cellulose promotes the progression from an early, infant-like microbiota toward an adult-type complex microbiota in the absence of other fiber and further decreased sensitivity to develop intestinal inflammation.

As the intestinal immune system is essentially involved in maintenance of gut homeostasis, we also investigated whether dietary cellulose impacts on the adaptive immune system. In contrast to a recent study, no influence on Th1 and Th2 cells was observed in the current study.^14^ However, fiber deficiency was associated with increased frequencies of pro-inflammatory Th17 cells, most likely a consequence of dysbiosis or altered composition of bile acids in FFD animals.^46–48^ In addition, regulatory T cells (T_reg_) known to contribute to intestinal homeostasis were similar in CD and FFD mice, supporting that cellulose contributes to only small amounts of SCFA, known to promote T_reg_ development.^49–51^

While it is accepted that the microbiota is connected with various states of health or disease, it often remains challenging to establish the causality and mechanisms of such host-microbe interaction. Recently, co-culture experiments of human colonic epithelial cells with a live microbiota demonstrated how defined bacterial genes alter the transcriptional response in epithelial cells.^24^ In support of this, the current study shows that dietary cellulose alters the microbiota and consequently the transcriptional program of various epithelial cell types not only during inflammation but also under homeostatic conditions.

The present work highlights that dietary cellulose shows profound effects in a complex, as well as defined model microbiota and suggests that degradation products of cellulose act on microbial composition. Here, *A. finegoldii* has a key position, as this species is most susceptible to cellulose deprivation and provides protection against colitis if transferred into Oligo-MM^12^ mice. In silico analyses revealed that the genome of *A. finegoldii* encodes for enzymes required for the breakdown of cellulose into glucose, supporting previous data that in vitro culture of *A. finegoldii* was enhanced in the presence of cellulose.^52^ Even though *A. finegoldii* has been controversially discussed concerning its beneficial or harmful implications, it should be noted that this organism is present in healthy as well as inflamed tissues.^53–57^ This shows that the interaction of specific microbes with their host is highly contextual, the same microbe may behave as mutualist or pathogen according to the nutrition, composition of the microbiota, coinfection or genetic landscape of its host. Here, the Oligo-MM^12^ mouse model allowed investigation of the influence of *A. finegoldii* in a defined microbial setting. Molecular quantification of bacterial members of the microbiota revealed that *A. finegoldii* stably colonized without disrupting the Oligo-MM^12^ microbiota. Surprisingly, *A. finegoldii* did not entirely mimic the effect of cellulose but also induced Th17 immunity. Recently, two distinct intestinal Th17 subset have been described: Homeostatic IL-17A- and IL-22-secreting Th17 cells induced by commensal segmented filamentous bacteria (SFB) and IL-22- and IFN-γ-producing, inflammatory Th17 cells, triggered by pathogenic *C. rodentium*.^58^ Here, *A. finegoldii* induced a Th17 response similar to SFB, with increased IL-22 but unchanged levels of IFN-γ and lipocalin-2.

Of note, innate lymphoid cells (ILC) namely ILC3 which also express the transcription factor RORγt^59^ are another potential source of IL-22. These cells start to secrete IL-22 after stimulation with enteric commensals.^60^ It is subject of further studies to disclose which IL-22-producing cell type is affected by *A. finegoldii*.

IL-22 signaling to intestinal epithelial cells induces antimicrobial proteins Reg3β and Reg3γ and mucin production, both important for a stable mucus layer and to avoid dysbiosis.^28^ Further, IL-22 supports healing and regeneration of the intestinal epithelium after damage.^61,62^ Of note, the presence of *A. finegoldii* within the minimal microbiota was sufficient to induce Reg3γ and IL-22, factors known to support a strong intestinal barrier.

Taken together, the study demonstrated the potential of dietary cellulose to induce cellular and molecular anti-inflammatory mechanisms via maturation of the intestinal microbiota and thus provides an immunological and molecular rationale for the health benefits of cellulose.

## Material and methods

### Animals

C57BL/6 mice (Charles River Laboratories) and RAG1 KO mice were bred under specific pathogen-free (SPF) conditions at the animal facilities at the University of Marburg. Germ-free C57BL/6 mice (GF) and Oligo-MM^12^ mice were kept in sterile plastic isolators (Metall and Plastik, Germany) with autoclaved food, bedding and water at the animal facilities at the University of Marburg. Sterility of GF was checked biweekly by culturing feces in thioglycollate medium under aerobic and anaerobic conditions for at least 10 days. All handling procedures for GF and Oligo-MM^12^ mice, were conducted in a laminar flow hood under sterile conditions. GF mice generated via rederivation through cesarean section were a kind gift of Dr. P. Kirsch (University of Ulm). Oligo-MM^12^ mice were kindly provided by Dr. M. Basic, central animal facility of the Hannover Medical School (MHH). All experiments were conducted in accordance with German animal protection law.

### Animal nutrition

C57BL/6 mice (SPF) were kept from birth on a control diet with 7% cellulose (CD) (S7242-E014; Sniff) or fiber-free diet (FFD) (S7242-E018; Sniff). RAG KO mice were kept for 4 weeks on CD or FFD diets prior to DSS treatment. Diets contained all essential vitamins, minerals, trace elements, fat, dextrin, sucrose and free amino acids equimolar to the protein content of normal rodent chow (Fig. S1a). Gnotobiotic Oligo-MM^12^ and germfree C57BL/6 mice were kept on LASQCdiet Rod16-R from LASvendi.

### Culture and gavage of bacteria

*Alistipes finegoldii* 17242 was purchased from the German Collection of Microorganisms and Cell Culture GmbH (DSMZ, Braunschweig, Germany) and cultured under anerobic conditions at 37°C for three to four days in BHI media. For association of mice, 200 µl of *A. finegoldii* 17242 was administered orally by gavage, controls received 200 µl native BHI medium. For stable colonization, mice were allowed to sit for three weeks prior to experiments.

### 16S rRNA gene amplicon sequencing and analysis

The 16S rRNA gene amplicon analysis was performed in collaboration with Prof. T. Clavel (University Aachen) and Prof. K. Neuhaus (University Munich). DNA was extracted from feces using QIAamp DNA stool mini kits and 24 ng of genomic DNA was used for amplification (25 cycles) of the V3/V4 region of the 16S rRNA genes using the bacteria-specific primers 341 F and 785 R.^63^ Purification of amplicons was performed using the AMPure XP system (Beckmann) and sequencing was performed in paired-end modus (PE275) with pooled samples in a MiSeq system (Illumina Inc.) according to manufacturer’s instructions and a final concentration of 10 pM DNA and 25% [v/v] PhiX standard library. Demultiplexing and OTU (operational taxonomic unit) clustering from raw 16S rRNA gene amplicon dataset was performed with IMNGS.^64^ The similarity cutoff for OTU clustering in imngs was set to 97% identity. Parameters for the imngs analysis were set as: two mismatches are allowed in the barcode, minimum fastq quality score of three for trimming of unpaired reads, 350 to 550 base pairs length for amplicons for paired overlapping sequences, maximum of four expected errors in paired sequences, ten base pairs length of trimming at the forward and reverse side of the sequences, 0.5 % relative abundance of OTU cutoff. Downstream analysis for abundance and taxonomic classification of OTUs contains was performed with the R script set Rhea.^65^

### Quantitative PCR for Oligo-MM12 consortium

Genomic bacterial DNA of fecal material was isolated using the QIAamp DNA Stool mini Kit (Qiagen) following the manufacturer’s instructions. For quantification of the Oligo-MM^12^ consortium and *A. finegoldii* 17242 within the intestinal microbiota we used the hydrolysis-probe-based qPCR published by Brugiroux and colleagues.^22^ Duplex qPCRs were run using the LightCycler® 480 Probes Master (Roche) and LightCycler® 480 Instrument II (Roche). For standard curve preparation the concentration of sequence copy numbers was calculated on plasmids containing 16S rRNA genes. Ten-fold serial dilutions (10^8^–10^−2^ copies/µl) were prepared in water supplemented with 100 ng/µl yeast t-RNA and used for absolute quantification of the copy number.

### Intestinal transit time

The whole gut transit time was measured in accordance with the protocol of Nagakura and colleagues.^66^ One part of each diet was mixed with five parts of sterile water and 6% [w/v] carmine as a maker. Mice were fasted for 6 hours and fed with 300 µl of the marked diet. The time between oral administration and the first red-colored fecal pellet was measured.

### Experimental colitis model

Dextran sulfate sodium (DSS, MP Biomedicals) was used to induce an acute colitis. Mice were exposed to DSS in the drinking water for five days, as indicated in the figure legends. Analysis were performed on day five or six following colitis induction. Control mice received conventional drinking water.

### Colon ex vivo explant culture

Approximately 1 cm of colonic tissue was washed in 1 ml RPMI cm (100 rpm, 37°C, 20 min). Afterward the gut was opened longitudinally and cultured in 20 µl/mg RPMI-cm at 37°C and 5% CO2 for 24 hours. Supernatants were harvested, centrifuged and stored at 20°C.

### ELISA

The Lipocalin-2/NGAL DuoSet ELISA, mouse (R&D Systems), IL-18 ELISA Kit (Sino Biological) and TNF alpha Mouse ELISA Kit (invitrogen) were performed according to manufacturer’s instruction.

### Bead-based multiplex immunoassays

Simultaneous quantification of multiple cytokines was performed with the BioLegend Legendplex™. The mouse Th17 Cytokine Panel (8-plex) Legendplex™ assay was performed according to manufacturer’s instruction. Samples were measured at the Attune NxT Flow Cytometer. The data were analyzed using the LEGENDplex™ Data Analysis Software.

### Histology and fluorescence in situ hybridization (FISH)

The water-free methacarn (methanol-Carnoy’s) fixation was used to preserve the intestinal mucus layer during histological preparation.^67^ Intestinal tissues with fecal pellets were fixed over night with methacarn at room temperature. Tissues were washed in methanol for 30 min, two times in ethanol for 15 min, once in ethanol/xylene (1:1) for 15 min and two times in xylene for 15 min prior to embedding in paraffin.

For periodic-acid-Schiff (PAS) histology, 3–5 µm thin tissue sections were dewaxed and stained for 10 min with periodic acid solution (0.5%, w/v; Merck), 20–30 min in Schiff’s reagent (Merck) and 1 min in Mayer’s Hämalaun (Carl Roth). Between each step, sections were rinsed in running water.

For FISH analysis, 3–5 µm thin tissue sections were dewaxed and then treated with 50 µl 4% lysozyme solution (45 min, 37°C) to demask nucleic acids. After washing, 50 µl hybridization solution was added and incubated for 3 hours at 50°C. Slides were washed several times at 37°C and were dried at RT before mounted with ProLong™ Gold Antifade Mountant with DAPI (Thermo Fisher Scientific) following manufacturer’s instructions. The samples were documented at a Leica DM 5500 wide field microscope (Leica) and analyzed with ImageJ (National Institutes of Health).

### Cell isolation techniques

Single cell suspensions were performed from spleen and mLN by mechanical disruption and passage through filter (Milteny Biotec). Lamina propria mononuclear cells (LPMCs) of cells were isolated using the Lamina Propria Dissociation Kit (Miltenyi Biotec) according to manufacturer’s instructions. In short, tissues were transferred to preheated digestion solution in C tubes (Miltenyi Biotec) and processed by gentleMACS Octo Dissociator (Miltenyi Biotec). The obtained cell suspension was filtered on a 100 µm cell strainer and washed with PB buffer. Cells were centrifuged (300 x g, 4°C, 10 min) prior to cell counting and following procedures.

### Cell staining procedures and Flow cytometry

To exclude dead cells, Zombi NIR™ viability dye was used (BioLegend) prior incubation with antibodies at recommended dilutions for 20 min at 4°C. For intracellular staining of transcription factors, cells were fixed and permeabilized. After cell surface staining, cells were washed with 1 x PBS and fixed with the Foxp3 Fixation Kit (BioLegend) for 20 min at 4°C. After washing with PBS/1% FCS and saponine buffer, cells were incubated with antibodies diluted in saponine buffer for 40 min at 4°C. After further washing with saponine buffer and PBS/1% FCS cells were analyzed by flow cytometry. For intracellular cytokine staining, cells were stimulated for 4 h with PMA (50 ng/ml) and ionomycin (750 ng/ml) in the presence of Brefeldin A (5 µg/ml, Sigma). After cell surface staining, cells were washed with PBS and fixed in 2% formaldehyde for 30 min at RT. Following washing with PBS/1% FCS and saponine buffer, cells were incubated with antibodies diluted in 100 µl saponine buffer for 20 min at 4°C. Flow cytometric analysis was performed after further washing steps, using Attune NxT Flow Cytometer (Thermofisher).

### HPLC-MS quantification of cellotetraose degradation products

Digestion of water soluble cellotetraose was performed with supernatants of cecal content containing enzymes. To obtain enzymes, fecal content was dissolved in PBS containing 1% [v/v] 100 x HALT™ Protease Inhibitor Cocktail (Thermo Fisher Scientific) (300 µl/100 mg) and incubated on ice for 10 min. The luminal material was homogenized and centrifuged twice (3,500 x g, 4°C, 20 min). The clear supernatant containing cellulolytic enzymes was 1.5-fold diluted and used for enzymatic assays. The protein solution was mixed with cellotetraose resulting in a final concentration of 200 µM and incubated for 30 and 60 min at 37°C. As controls, cecal supernatants were heat inactivated at 95°C for 15 min prior to addition of cellotetraose. The reaction was terminated by freezing in liquid nitrogen. Samples were stored at −20°C before HPLC analysis.

After thawing, the samples were heat inactivated (95°C, 15 min) to exclude further enzymatic processes. The samples were centrifuged (3,500 x g, 4°C, 20 min) and 10-fold diluted. 50 µl of this solution was transferred to a HPLC-column EC 125/2 NUCLEODUR (Macherey-Nagel) and the column temperature was set to 25°C. The elution was performed using an Agilent 1100 HPLC system with the following gradient of water and acetonitrile: isocratic elution with 2% acetonitrile for 5 min, followed by a linear increase to 10% acetonitrile within 5 min and to 85% in additional 10 min. During the next 10 min, the amount of acetonitrile was increase linearly up to 95% and hold for 5 min more. The HPLC system was directly connected to an LTQ-FT-Ultra mass spectrometer (Thermo Fisher Scientific) equipped with an electrospray ion source. Mass spectrometric detection was carried out in positive ion mode.

After thawing, the samples were heat inactivated (95°C, 15 min). The samples were centrifuged (20 x g, 4°C, 20 min) and 25 µL of the supernatant was transferred to sample vials. CE-MS analysis was performed using an Agilent 1600A Capillary Electrophoresis System equipped with a 100 cm fused silica capillary (ID 50 µM) coupled to an Agilent 6120 single quadrupole mass spectrometer. The method was previously described by Klampfl et al.^68^ As background electrolyte 300 mM triethlyamine was used and 80% isopropanol supplemented with 0.25% triethylamine was provided at a flow rate of 4 µL/min as sheath liquid. The sample was injected by pressure (50 mbar, 9 s) and separated by the application of 20 kV separation voltage. Detection of the analytes was performed in negative ion mode with capillary voltage set to −5000 V. During the analysis, the nebulizer was switched off and the drying gas flow was set to 1.5 L/min at 150°C.

### UHPLC-MS quantification of cecal short-chain fatty acids and bile acids

The analysis of bile acids and short chain fatty acids was performed as published previously.^69,70^ Cecal content was isolated, frozen in liquid nitrogen and stored at −80°C. To avoid bacterial metabolism, further steps were performed on dry ice, including cutting for weighting. Cold Methanol was added prior homogenization and centrifugation. The Acquity UHPLC system (Waters) and a UHPLC column (Acquity™ UPLC BEH™ C8, Waters) were used for UHPLC. Mass spectrometry was performed with the amaZon ETD Ion Trap (Bruker Daltonics GmbH) in negative ionization mod and the maXis (Bruker Daltonics GmbH) in positive electorspray ionization mode for SCFAs.

### Quantitative PCR for murine transcripts

Colonic tissue (1 cm) was added to 1.0 ml Extrazol (Biolab Innovative Research Technologies) and stored at −80°C or used directly for homogenization with the Ultra-Turrax (IKA) homogenizer. The total RNA isolation was performed according to manufacturer’s instructions. Afterward, the RNA was treated with the TURBO DNA-free™ Kit (invitrogen, Thermo Fisher Scientific) following the manufacturer’s routine DNase treatment protocol. The RNA concentration was measured using NanoDrop system (Thermo Fisher Scientific). cDNA was synthesized from 500 ng RNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) following the manufacturer’s instructions. Reaction mix without RevertAid M-MuLV RT was used as a control for genomic DNA contamination. RT-PCRs were run using the qPCR Core kit for SYBR® Green I (Eurogentec) according to manufacturer’s instructions. Samples were run in duplicates. The specificity of the amplicon was confirmed by melting curve analysis. To control for contamination, the amplification of controls for genomic DNA were evaluated and non-template control (PCR-grade water) was included in every run. Via ΔΔCt method the relative quantity of target DNA was quantified using glycerinaldehyd-3-phosphat-dehydrogenase (GapDH) as housekeeping gene.

### Transcriptional profiling

Epithelial cells were isolated from the colon by vigorous shaking after incubation in DMEM/10% FCS/1 mM DTT and two times in HBSS/5 mM EDTA. All cell fractions were pooled and separated from debris by a 20/40%-percoll gradient. Cells were resuspended in RLT-Buffer containing b-mercaptoethanol. The RNA was isolated and sequenced as published previously (37). In short, RNA was purified using the RNeasy Plus Micro Kit according to the manufacturer’s instructions (Qiagen). Libraries were prepared from samples with an RNA integrity number (RIN) greater than 8 and barcoded using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs) according to the manual. Barcoded RNA-Seq libraries were onboard clustered using HiSeq Rapid SR Cluster Kit v2 using 8 pM and 59 bps were sequenced on the Illumina HiSeq2500 using HiSeq Rapid SBS Kit v2 (59 cycle). The raw output data were preprocessed according to the Illumina standard protocol. After initial quality assessment, raw output fastq sample files were trimmed and mapped with the Qiagen CLC Workbench v. 10.0.1, using the murine genome version GRCm38. Total read counts were further processed in R using the DeSeq2 package to compute differential gene expression and adjusted *P* values. Unsupervised clustering was performed based on gene sets published by Haber et al. (15).

### Statistics

The data were analyzed with GraphPad Prism 8. Significance was calculated using tests indicated in the figure legends. Values less than 0.05 were considered statistically significant.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: Dietary cellulose induces anti-inflammatory immunity and transcriptional programs via maturation of the intestinal microbiota
**Source:** Gut Microbes. 2020 Oct 20;12(1):1829962. doi: 10.1080/19490976.2020.1829962
**Supplement:** Supplemental Material

# Supplementary Figures

Figure S1. Impact of diet on growth and development of mice. **(a)** Composition of purified diets containing 7% cellulose as only dietary fiber (CD) or free of any fiber (FFD). **(b)** Weight gain of CD and FFD mice (n = 5). **(c)** Intake of the diet shown as gram per mouse and day (n = 6). (d) Intestinal transit time after fasting (n = 4). Statistical analysis: (b) two-way ANOVA and (c, d) unpaired, two-tailed Student’s t test. Data are shown as individual mice and means ± SD.

Figure S2. The impact of cellulose on the diversification of the intestinal microbiota. The diversity of the intestinal microbiota of twenty-five-week-old B6 mice was analysed by 16S rRNA gene amplicon analysis (n = 3). (a) Diversity shown as multi-dimensional scaling (MDS) plot based on generalized UniFrac dissimilarities. (b) Alpha diversity and (c) the Firmicutes/Bacteroidetes ratio. Statistical analysis: (a) non-parametric multivariate analysis of variance (Rhea), (b, c) unpaired, two-tailed Student’s t test. Data are shown as individual mice and means and are representative of two independent experiments.

Figure S3. The influence of dietary cellulose on the bacterial metabolome. Caecal samples were isolated from SPF and germ-free B6 mice receiving either CD or FFD from birth (SPF) or four weeks prior to analysis (germ-free). (a) Short chain fatty acids, (b) primary conjugated, (c) unconjugated and (d) secondary bile acids were measured via UHPLC‑MS (n = 4‑6). Statistical analysis: (a-d) unpaired, two-tailed Student’s t test (corrected for multiple comparison by Sidak-Holm method). Data are shown as individual mice and means and are representative of two independent experiments. *p < 0.03, **p < 0.002, ***p < 0.0002 and ****p < 0.0001.

Figure S4. Influence of FFD on degradation of cellotetraose. Signals intensities (AUC) of degradation products after incubation of cellotetraose with native and heat-inactivated cecal enzymes in FFD a (n = 1). Data are shown as means + SD and are representative of two independent experiments.

Figure S5. Lymphocytes from spleen, mLN and intestinal lamina propria of CD and FFD mice were analysed by FACS. (a) Numbers of total lymphocytes and (b) frequencies of total CD4+ T cells. (c) Faecal sIgA of CD and FFD mice. Statistical analysis: (a, b) unpaired, two-tailed Welch’s test and (c) unpaired, two-tailed Student’s t test. Data are shown as individual mice and means + SD and are representative of two independent experiments.

Figure S6. Influence of dietary cellulose on development of colitis on transcriptional profiles of gut epithelial cells. B6 mice received CD or FFD from birth and were treated with 1.5 % or 2.5 % DSS for five days. (a) The diarrhea score was quantified as follows: 0, normal stool; 1, soft stool or traces of blood; 2, very soft stool with traces of blood; 3, watery stool, rectal bleeding (n = 3-4). (b) Macroscopic appearance of the colon (2.5% DSS). (c) TNFα and lipocalin-2 were measured in ex vivo in colon cultures of 1.5% DSS-treated mice via ELISA (n = 3‑6). RAG KO mice received CD or FFD for four weeks and following treatment with 1.5 % DSS for five days. (d) Unsupervised clustering of genes related to distinct intestinal epithelial subtypes differentially expressed in CD and FFD (RAG KO) mice (n = 5-6). (e) Weight loss and (f) colon length/weight ratio (n = 5‑6). Statistical analysis: (a, f) unpaired, two-tailed Student’s t test, (c) unpaired, two-tailed Mann-Whitney test and (e) two-way ANOVA. *p < 0.03, **p < 0.002, ***p < 0.0002, and ****p < 0.0001. Data are shown as individual mice and (a, e, f) means + SD or (c) median + CI and are representative of two independent experiments.

Figure S7. Impact of A. finegoldii on intestinal immune system and colitis. Lymphocytes of A. finegoldii colonized Oligo-MM12 mice were isolated from peripheral lymphoid organs and intestinal lamina propria. (a) The number of lymphocytes isolated from the ileal and colonic lamina propria. (b) The frequency of CD4+ T cells in indicated organs. CD4+ T cells were analyzed for (c, d) cytokines IL-17 and IFN‑γ as well as (e, f) transcription factors RORγt and FOXP3 (n=4-6) by FACS. Cytokines from colon cultures were measured by LEGENDplexTM and ELISA (g) under homeostasis and (h) after treatment with 3.5 % DSS for five days. Statistical analysis: (a, b, c, e) unpaired, two-tailed Welch’s test and (g, h) unpaired, two-tailed Mann-Whitney Test. Data are shown as individual mice and (a, b, d, e) means + SD or (g, h) median + CI and are representative of two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

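RNA of colonic epithelial cells from 5 CD and 6 FFD RAG KO mice was analysed, 1 library per mouse. The authors isolated the cells by shaking in DTT and EDTA and a Percoll gradient, selected poly(A) RNA and prepared libraries with the NEBNext Ultra II kit. The authors sequenced single reads of 59 bp, trimmed and mapped them to GRCm38 with the Qiagen CLC Workbench 10.0.1 and deposited the raw count of reads per gene. The paper names DESeq2 for their test, and the submitters' processing notes name FastQC, DESeq2 1.22.2 and R 3.5.1. The annotation release, the treatment of reads that map to several genes and the use of strand are not given in the sources used here. Genes with near-identical copies or overlapping exons are therefore uncertain to that degree, among them Hspa1a and Hspa1b, the Reg3 genes, Ifit1bl1, Oas1g, Gsdmc4, Abcg5 and Abcg8.

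From these counts, genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3 (minimum count 10, minimum total count 15), normalized by TMM and tested with the quasi-likelihood test for diet alone, which left 15044 of 52550 genes. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. TMM factors were 1.03 to 1.08 in CD and 0.893 to 1.05 in FFD mice. Total counts ranged from 10374154 to 28588266. The counts of any pair of mice of 1 diet differed by more than sampling noise (chi-square per degree of freedom at least 11.1), so every library was counted as a replicate. The labels number all CD samples 1 and all FFD samples 2, so a cage or batch that followed this number could not be told apart from the diet. Gene names were matched to GENCODE M21 for GRCm38 for coordinates, with 91.4% of names matched.

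Before the data were examined, 34 lists of genes for cell types and processes, the test designs, the alternatives and the rule for named genes were written down. The lists come from general knowledge and are not those of the single-cell study that the paper cites. The genes that the paper names were known by then, so the enterocyte list may hold genes labeled in Figure 5e. The 34 lists hold 1028 genes, 866 of which were tested and 78 of which are on more than 1 list. Named genes are the 12 largest changes each way among genes past the threshold, with at least 1 CPM in the higher diet, no overlap between the diets and no predicted gene, the 10 smallest p-values, every gene the paper names, up to 4 members with the smallest p of each list and the members of a list that changed the opposite way. Epcam, Krt8, Cd3e, Cd79a, Cxcr2, Tyrobp, Fcer1g, Cd68 and C1qa are named outside this rule, as levels of cell types, and were chosen after their values were seen. Some genes that the rule selects are not reported here and were left out of the search for outlying samples, though they remain in the counts over lists and over named genes.

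Lists with at least 5 tested genes (32 lists) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The list of red blood cells and the list of sex-linked genes were too short. The separation of the diets was the mean silhouette width on z-scored log2 CPM with a prior count of 2, with an exact permutation test over all 462 splits and 1000 random lists of the same size. DESeq2 1.42.0, other size factors, no TMM, other filters, limma-voom, a robust fit, a replicate block, a covariate for other cells, each mouse left out in turn and, added after the data were examined, libraries thinned to the lowest total were run as alternatives.

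The procedure was tested on simulated counts for the comparison of FFD with CD, with 15044 genes of which 200 were changed. Of 50 genes each at a log2 fold of 0.5, 1, 1.5 and 2, edgeR recovered 23, 35, 45 and 49. Of 163 genes called there, 11 were false, and with no gene changed 0 genes and 0 lists were called. The count of 0 lists does not carry over to the data, where 26 of 100 splits of the mice called at least 19 lists. The simulation also changed 200 genes, against 5532 called in the data. With only the genes of the goblet cell list shifted, some of which may be on other lists, camera also called 2 other lists. The other measurements of the paper were not analysed here.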

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

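The tests of macrophage RNA, of FFD mouse 4 and of shared Reg3 reads were chosen after the results they measure had been seen.

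Of 50 genes of dividing cells, 41 were lower in FFD mice and none was higher. Of 29 stem cell genes, 15 were lower and 4 higher, and of 30 colonocyte genes 20 were higher and 1 lower. With an estimated correlation camera called none of these lists. The adjusted p from camera was then 0.40 for dividing cells, 0.31 for stem cells and 0.29 for colonocytes. Lower depth of the FFD libraries is argued against, since with all libraries thinned to the lowest total the median log2 fold change of the dividing cell list was -0.67 and 40 of 50 genes were lower. A different share of crypt bottoms among the harvested cells would need the levels of the dividing cell and colonocyte lists to move apart within a diet. These levels did so (Pearson r = -0.753, permutation p = 0.0056, Spearman rho = -0.800, permutation p = 0.0025, r = -0.809 without the 2 samples farthest from the median, 1 relation computed). This explanation therefore stays open, as does a stronger loss of crypts to DSS in FFD mice, which would give the same relation and was not tested. An effect of the diet on dividing cells may exist beside them.

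Of 55 interferon response genes, 37 were higher in FFD mice, 1 was lower and 17 did not pass. The list did not pass camera with an estimated correlation (adjusted p = 0.29). RNA of macrophages and monocytes is argued against as the source of the whole rise, since the summed level of 9 genes that these cells express strongly rose by 4.90 CPM (standard error 2.33), against 1625 CPM (standard error 235) for the 37 interferon genes that rose. The whole macrophage and monocyte list rose by 179.8 CPM (standard error 30.6) and by 51.1 CPM (standard error 11.5) without Ctss, so a part of the rise from these cells stays open. A larger share of surface colonocytes cannot be told apart from a response to the diet: with the colonocyte level as a covariate, the diet term of the mean interferon level went from 0.86 (standard error 0.20) to 0.72 (standard error 0.48), as the diets also differ in the covariate.

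Reg3g and Reg3b did not pass the test. The library of FFD mouse 4, the smallest, is argued against as the reason, since without it the log2 fold changes were 0.23 (adjusted p = 0.40 from edgeR) for Reg3g and 0.24 (adjusted p = 0.32) for Reg3b. Whether reads were exchanged between the Reg3 genes cannot be told apart from no difference, since the mean of the log2 summed level of Reg3a, Reg3b and Reg3g differed by -0.025 (exact permutation test, two-sided, p = 0.94) with a spread too wide to exclude a change. The mean of the summed level itself was 21599.6 CPM in CD and 22790.2 CPM in FFD mice, so the 2 means differ in direction. No other biological explanation was tested.

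A single mouse lay far from the others of its diet for Ifit3b with 15.2 CPM in FFD mouse 1 (2.62 to 5.33 in the others), Npy1r with 1.75 CPM in CD mouse 5 (3.90 to 4.50 in the others), Nxpe2 with 104 CPM in CD mouse 2 (28.5 to 41.5 in the others) and Gapdh with 85.4 CPM in FFD mouse 1 (77.5 to 80.5 in the others). The same held for Il4 with 0.842 CPM in CD mouse 3 (0.342 to 0.478 in the others), Il18 with 176 CPM in CD mouse 5 (129 to 142 in the others), Lcn2 with 3.65 CPM in FFD mouse 5 (2.24 to 2.72 in the others) and Txndc5 with 393 CPM in CD mouse 2 (312 to 325 in the others). Likewise apart from the rest lay Spdef with 99.5 CPM in CD mouse 2 (71.2 to 76.1 in the others), Gfra3 with 2.27 CPM in FFD mouse 1 (1.08 to 1.51 in the others), Ang4 with 120.1 CPM in FFD mouse 1 (15.4 to 38.0 in the others) and Pcna with 95.9 CPM in FFD mouse 6 (135 to 148 in the others). A gap of this kind was found for Cd8b1 with 0.931 CPM in CD mouse 3 (0.540 to 0.646 in the others), Cldn2 with 268 CPM in CD mouse 5 (302 to 315 in the others), Gstm1 with 149 CPM in CD mouse 2 (87.2 to 104 in the others) and Ces2c with 181 CPM in FFD mouse 6 (116 to 137 in the others). A further such value was Cxcl10 with 10.5 CPM in FFD mouse 3 (4.24 to 5.66 in the others). Of mean log2 CPM of a list, T and B cells with -0.31 in CD mouse 4 (-0.84 to -0.71 in the others) and drug and xenobiotic metabolism with 4.76 in FFD mouse 5 (5.03 to 5.17 in the others) stood apart. Of 444 groups of values examined, 19 held such a sample, where chance gives about 22.2.

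Several groups held more genes that rose than genes that fell in FFD mice after DSS. In some of them most genes did not pass: 3 of 12 neutrophil genes rose, and of 40 genes of fatty acid oxidation 14 rose and 3 fell. The paper's text on this experiment names enterocytes, tuft, goblet and enteroendocrine cells and not these groups, and it reports on mucins, tight junction proteins and Reg3γ from colonic tissue under homeostatic conditions. The median log2 fold changes of these groups, all toward FFD except that of fatty acid oxidation without TMM (-0.0082), were 0.89 for colonocytes, 0.42 for macrophages and monocytes, 0.43 for neutrophils, 0.68 for antimicrobial and IL-22 induced genes, 0.48 for mucins and trefoil peptides, 0.38 for cell junctions, 0.35 for bile acid transport and nuclear receptor targets, 0.14 for fatty acid oxidation and PPAR targets, 0.44 for lipid absorption and lipoproteins, 0.23 for glycolysis and hypoxia, 0.82 for interferon response, 0.62 for inflammatory cytokines, chemokines and NF-kB targets, 0.28 for water, ion and short-chain fatty acid transport and 0.77 for wound repair and regeneration. None of these passed camera with an estimated correlation (lowest adjusted p = 0.29).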

How the results depend on the processing

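The thinned libraries, and the alternatives for the separation on colonocyte, dividing cell and stem cell genes, were added after the data were examined. The count of 5532 changed genes stayed within 1.5 times under every alternative except the covariate for other cells, from 3804 with the replicate block to 6499 without TMM, and was 4264 to 6079 with 1 mouse left out. With the covariate it was 112 (103 higher, 9 lower) and 0 at the thresholds of Figure 5d. The diet explains 52.1% of the variance of this covariate, the median size of the changes went from 0.47 to 0.32 and their median standard error from 0.11 to 0.14. This fit therefore cannot tell changes due to other cells from changes due to the diet. Without TMM the split was 1636 higher and 4863 lower, against 2740 and 2792 with it. At the thresholds of Figure 5d the count of 133 was 45 to 205 with 1 mouse left out: 61 without CD mouse 2, 45 without CD mouse 3, 59 without CD mouse 4, 78 without FFD mouse 2, 205 without FFD mouse 3, 79 without FFD mouse 4 and 72 without FFD mouse 5. The replicate block gave 67. Mice of the same number correlated by -0.283 to 0.229 in 5 pairs and 2 of the CD mice correlated best with their own number, so the mice share only a number and the block is no pairing. Of 5532 genes, 3742 also passed with the replicate block.

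Camera called 19 lists (18 to 20 with 1 mouse left out) and 0 with an estimated correlation, where 2 had an unadjusted p under 0.05. With the estimated correlation the adjusted p was 0.31 for enterocytes, 0.66 for tuft and 0.66 for goblet cells. Tuft cells also lost the call under the strict filter (0.086), with the replicate block (0.10) and with thinned libraries (0.094). With 1 mouse left out their adjusted p was 0.0020 to 0.083, with the call lost without CD mouse 1, CD mouse 3 or FFD mouse 3. The test fry, which asks whether a list changed at all and not whether it changed more than other genes, called 18 lists and gave 0.096 for tuft and 0.14 for goblet cells. Enteroendocrine cells gained a call without TMM (0.015), with no filter (0.011) and with the covariate (0.0023), and ranged over 0.015 to 0.27 with 1 mouse left out, with a call without CD mouse 2 (0.015) and FFD mouse 5 (0.032). The separation of the diets kept its side of the threshold under all alternatives run on it, except for the list of dividing cells with the Pearson correlation as distance, where the width was -0.0215 (exact permutation test, one-sided, p = 0.55). That distance drops each mouse's mean over a list, so it cannot show a list that moves as a whole. Without TMM the goblet cell list had 11 genes higher and 8 lower.

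Of values for named genes, 3535 kept direction and side of the threshold, 368 lost the call, 14 gained it and 47 changed direction. Without TMM the log2 fold change reversed for Reg3g (-0.093), Reg3b (-0.086), Ocln (-0.14), Gapdh (-0.15), Rbp2 (-0.078) and Cubn (-0.080). With limma-voom it did so for Reg3g (-0.055), Reg3b (-0.053) and Rbp2 (-0.013), with the strict filter for Gapdh (-0.011), with thinned libraries for Ocln (-0.015), Gapdh (-0.0015), Rag1 (0.072) and Rbp2 (-0.0027) and with the replicate block for Reg3g (-0.19), Reg3b (-0.18), Rbp2 (-0.057) and Cubn (-0.027). With the covariate for other cells it did so for Reg3g (-0.44), Reg3b (-0.36), Reg3a (-0.12), Gapdh (-0.068), Il22 (-0.013), Lcn2 (-0.13), Cubn (-0.81), Sult1a1 (0.093), S100a8 (-0.23) and Nr1d2 (0.066). Of these, Sult1a1, S100a8 and Nr1d2 pass the threshold without the covariate and the others do not. With 1 mouse left out the log2 fold changes that reversed ranged over -0.13 to 0.23 for Reg3g, -0.11 to 0.24 for Reg3b, -0.020 to 0.089 for Ocln, -0.026 to 0.042 for Gapdh, -0.0083 to 0.34 for Lcn2, -0.15 to 0.036 for Rag1, -0.047 to 0.25 for Rbp2 and -0.32 to 0.51 for Cubn. Of the genes named under the rule written beforehand that pass the threshold, some lost the call with 1 mouse left out. In the text these were Spdef (in 9 of 11 cases) and Sult1a1, Foxa3, Slc12a8 and Nr1d2 (in 8 of 11 cases each). The call was also lost in 7 of 11 cases for Phlda1, 6 for S100a8, 4 for Reg4 and 3 for Ang4. It was lost in 2 of 11 cases each for Gfra3 and Ces2c and in 1 for Cxcl10. Epcam and Krt8, which also pass but are named outside the rule, were not included in this check. Tnf, Muc2 and Mki67 gained a call under some alternatives. The cause was not tested. Depth limits genes below the filter, such as Fgf15.

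Of 100 splits of the mice into 5 and 6, the real one included, 1 gave as many changed genes (5532, highest other 1) and 1 as many at the thresholds of Figure 5d (133, highest other 0). A chance division of single mice is therefore argued against for both. The splits treat the mice as independent and cannot exclude a cage or batch that followed the diet. For the lists a chance division is not argued against: 26 of the splits called as many (19, highest other 25). A camera p as small arose in 17 for enterocytes (real 8.4e-09, smallest other 2.5e-16), in 58 for tuft cells (0.012, 3.2e-19), in 47 for goblet cells (0.0038, 7.9e-23) and in 62 for enteroendocrine cells (0.071, 1.3e-11).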

Differences from the paper's values

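The smallest p in Fig. 5d lies at about 28 on the −log10 scale, read by eye, and edgeR gave 7.67. Of the alternatives set before the data were examined, DESeq2, the tool the paper names, gave 27.6, which is close to the paper's value, and every other one that was run on this value gave a lower value, up to 10.4. The gene with that smallest p was Nt5e here, at a log2 fold change of 1.44, which is close to the position of the point in the figure.

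The paper's Fig. 5e labels Rbp2, Cubn, Reg3a and Fgf15 among enterocyte genes that differ between the diets. Here Rbp2 had a log2 fold change of 0.059 (adjusted p = 0.90 from edgeR), Cubn 0.086 (adjusted p = 0.90) and Reg3a 0.29 (adjusted p = 0.38), and Fgf15 was below the filter. DESeq2 gave adjusted p-values of 0.88 for Rbp2, 0.90 for Cubn and 0.33 for Reg3a, and an unadjusted p of 0.93 for Fgf15. No setting that was run called any of these 4 genes. The other labels, Clec2h, Muc3, Mep1a and Slc51b, passed the test here with adjusted p-values of 0.0022, 0.0038, 0.012 and 0.0033 from edgeR. The diet explains 52.1% of the variance of the level of macrophage, monocyte and neutrophil genes. A fit with that level therefore cannot tell these cells from the diet. With that level as a covariate Clec2h, Muc3, Mep1a and Slc51b did not pass (adjusted p = 0.16, 0.17, 0.25 and 0.30 from edgeR). Their log2 fold changes were then 0.36, 0.70, 0.53 and 0.31, against 0.81, 0.90, 0.65 and 1.06 without it.

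In the paper's Fig. 5e all mice cluster by diet on the enterocyte genes. On the list used here, which differs from that of the paper, 8 of 11 mice did so, and 10 with its changed genes alone. The paper describes the clustering by diet as particularly pronounced for goblet, tuft and enteroendocrine cells and for enterocytes. Here the silhouette width was 0.250, 0.208, 0.180 and 0.157 for goblet, enterocyte, tuft and enteroendocrine genes, and 0.354, 0.353 and 0.314 for colonocyte, dividing cell and stem cell genes. This order depends on the measure of distance: with 1 minus the Pearson correlation the width was 0.566 in goblet cells, 0.410 in stem cells, 0.342 in enteroendocrine cells, 0.318 in tuft cells, 0.278 in colonocytes, 0.210 in enterocytes and -0.0215 in dividing cells, and without z-scores 0.363 in stem cells, 0.351 in colonocytes, 0.334 in dividing cells, 0.324 in enteroendocrine cells, 0.313 in goblet cells, 0.308 in enterocytes and 0.181 in tuft cells. The Pearson distance drops each mouse's mean over a list, so it cannot show a list that moves as a whole. The tree put 11, 11, 10 and 6 of 11 mice with their diet on goblet, colonocyte, stem cell and dividing cell genes. These widths and numbers are over all tested genes, whereas the legend of Fig. 5e describes its genes as differentially expressed. On changed genes alone the widths were 0.394, 0.455, 0.410 and 0.453 for goblet, enterocyte, tuft and enteroendocrine lists. For colonocyte, dividing cell and stem cell lists they were 0.508, 0.400 and 0.430.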

Other observations

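Several groups of metabolic genes held more genes that rose than fell in FFD mice, but none passed camera with an estimated correlation. Of genes of bile acid transport and nuclear receptor targets, 10 of 21 rose and 0 fell (11 higher and 0 lower when adjusted over the list alone), among them the xenobiotic receptor Nr1i2 (0.41) and the bile acid conjugating enzyme Baat (1.07). Of genes of lipid absorption and lipoproteins, 8 of 20 rose and 1 fell (8 higher and 2 lower when adjusted over the list alone), with the sterol exporter subunit Abcg5 at 1.95 on the log2 scale and the lipoprotein receptor Scarb1 at -0.76 (2 fell without CD mouse 1, CD mouse 5 or FFD mouse 6). Of genes of fatty acid oxidation and PPAR targets, 14 of 40 rose and 3 fell (17 higher and 3 lower when adjusted over the list alone), including the carnitine carrier Slc25a20 (0.85), although their median turned to -0.0082 without TMM. Of genes of glycolysis and hypoxia, 13 of 29 rose and 1 fell (13 higher and 1 lower when adjusted over the list alone), among them Hif1a (1.29) and Pfkfb3 (1.77), while 0 fell without CD mouse 1, CD mouse 2, CD mouse 3, CD mouse 4, FFD mouse 2 or FFD mouse 5. For these 4 lists camera gave adjusted p = 8.3e-04 (0.44 with an estimated correlation) for bile acid, adjusted p = 0.0022 (0.31 with an estimated correlation) for lipid absorption, adjusted p = 0.0022 (0.60 with an estimated correlation) for fatty acid oxidation and adjusted p = 1.8e-04 (0.37 with an estimated correlation) for glycolysis. Exons of Abcg5 overlap those of Abcg8, and exons of Hif1a, Cftr, Gapdh and Ifng those of other genes. Of genes of water, ion and short-chain fatty acid transport, 15 of 30 rose and 5 fell (15 higher and 5 lower when adjusted over the list alone), where camera gave adjusted p = 0.0055 (0.29 with an estimated correlation). The solute carrier Slc5a8 was at 0.51, and the secretory genes Cftr (-0.47) and Slc12a2 (-0.58) fell.

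Drug and xenobiotic metabolism went both ways. Of its genes, 10 of 57 rose and 15 fell (11 higher and 18 lower when adjusted over the list alone), with the glutathione transferase Gstm1 (-1.52) down and Sult1b1 (1.05) up (camera adjusted p = 0.58). Of cholesterol synthesis genes, 1 of 25 rose and 6 fell (1 higher and 6 lower when adjusted over the list alone) (camera adjusted p = 0.33), and the number that rose was 2 without FFD mouse 1, FFD mouse 3 or FFD mouse 4 and 4 without CD mouse 5. Of oxidative phosphorylation genes, 2 of 55 rose and 6 fell (0 higher and 0 lower when adjusted over the list alone) (camera adjusted p = 0.69), and 0 rose and 28 fell without TMM (camera adjusted p = 0.027). In the main test the number that rose was 1 without CD mouse 3, FFD mouse 5 or FFD mouse 6 and 5 without FFD mouse 3, and the number that fell 1 without CD mouse 4, 2 without CD mouse 2, CD mouse 5 or FFD mouse 5 and 3 without FFD mouse 2 or FFD mouse 4. Of clock genes, 6 of 18 rose and 3 fell (6 higher and 3 lower when adjusted over the list alone), with Npas2 at 1.14 and Nr1d2 at -0.60 (camera adjusted p = 0.28). Nr1d2 lost its call without any 1 of 8 of 11 mice (log2 fold changes -0.62 to -0.47) and kept it without CD mouse 5 (-0.66), FFD mouse 1 (-0.68) or FFD mouse 3 (-0.74), and its log2 fold change turned to 0.066 with the mean level of macrophage, monocyte and neutrophil genes as a covariate. Of the clock genes 1 fell without CD mouse 1, CD mouse 2 or FFD mouse 5. Of MHC class II antigen presentation genes, 2 of 11 rose and 1 fell (2 higher and 1 lower when adjusted over the list alone), with a median of -0.017 and a mean of 0.043 that differ in sign, and 2 rose and 2 fell without TMM (camera adjusted p = 0.69, toward FFD). With TMM 0 fell without CD mouse 2, CD mouse 3 or CD mouse 4 and 2 fell without FFD mouse 5. Of genes of the unfolded protein response and ER stress, 4 of 30 rose and 1 fell (3 higher and 0 lower when adjusted over the list alone), but 1 rose and 4 fell without TMM (camera adjusted p = 0.079). Of these genes 7 rose without CD mouse 5 and 8 rose without FFD mouse 3, and 0 fell without any 1 of 8 mice (all but CD mouse 1, FFD mouse 1 and FFD mouse 5). Of immediate early genes, 6 of 27 rose and 4 fell (6 higher and 5 lower when adjusted over the list alone), with a median of 0.0096 and a mean of -0.10, and without TMM 3 rose and 7 fell (camera adjusted p = 0.80, toward CD). Of the sex-linked genes 1 was tested and it did not pass over all genes, except without CD mouse 1 or FFD mouse 1 (1 higher when adjusted over the list alone).

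Other genes the paper names had these values in this experiment. Tnf was at 17.6 ± 5.98 CPM (SD, n = 5) in CD and 27.3 ± 6.92 CPM (SD, n = 6) in FFD mice (log2 fold change 0.63, adjusted p = 0.051 from edgeR). Tnf passed with DESeq2 (adjusted p = 0.019), with DESeq2's size factors (adjusted p = 0.047), with no filter (adjusted p = 0.033), without CD mouse 3 (adjusted p = 0.037), without CD mouse 5 (adjusted p = 0.032), without FFD mouse 1 (adjusted p = 0.043), without FFD mouse 3 (adjusted p = 0.020) and with thinned libraries (adjusted p = 0.048), and over the 21 alternatives its adjusted p was 0.019 to 0.83, the highest with the level of macrophage, monocyte and neutrophil genes as a covariate. Il22 had a log2 fold change of 0.49 (adjusted p = 0.19 from edgeR), Ifng of 0.73 (adjusted p = 0.16), Il4 of 0.31 (adjusted p = 0.39) and Lcn2 of 0.16 (adjusted p = 0.65). Gapdh was at 80.1 ± 7.74 CPM (SD, n = 5) in CD and 80.1 ± 2.85 CPM (SD, n = 6) in FFD mice. Il17a and Foxp3 were below the filter, with 5 and 13 counts over the CD and 15 and 7 over the FFD mice. Transcripts of ribosomal proteins held 4.39 to 5.94% of counts in CD and 2.74 to 4.22% in FFD mice, and mitochondrial transcripts 4.04 to 6.27% and 4.97 to 6.42%.

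Interferon genes known as antiviral were higher in 33 of 37 cases (median log2 fold change 1.20), whereas of 17 genes known as targets of interferon gamma 3 rose and 1 fell (none without CD mouse 4; median 0.078). The classes were drawn after the values had been seen, so the difference between them was not tested.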
